# Characterization of a novel *Lactobacillus *species closely related to *Lactobacillus johnsonii *using a combination of molecular and comparative genomics methods

**DOI:** 10.1186/1471-2164-11-504

**Published:** 2010-09-17

**Authors:** Luz-Adriana Sarmiento-Rubiano, Bernard Berger, Déborah Moine, Manuel Zúñiga, Gaspar Pérez-Martínez, María J Yebra

## Abstract

**Background:**

Comparative genomic hybridization (CGH) constitutes a powerful tool for identification and characterization of bacterial strains. In this study we have applied this technique for the characterization of a number of *Lactobacillus *strains isolated from the intestinal content of rats fed with a diet supplemented with sorbitol.

**Results:**

Phylogenetic analysis based on 16S rRNA gene, *recA*, *pheS*, *pyrG *and *tuf *sequences identified five bacterial strains isolated from the intestinal content of rats as belonging to the recently described *Lactobacillus taiwanensis *species. DNA-DNA hybridization experiments confirmed that these five strains are distinct but closely related to *Lactobacillus johnsonii *and *Lactobacillus gasseri*. A whole genome DNA microarray designed for the probiotic *L. johnsonii *strain NCC533 was used for CGH analysis of *L. johnsonii *ATCC 33200^T^, *L. johnsonii *BL261, *L. gasseri *ATCC 33323^T ^and *L. taiwanensis *BL263. In these experiments, the fluorescence ratio distributions obtained with *L. taiwanensis *and *L. gasseri *showed characteristic inter-species profiles. The percentage of conserved *L. johnsonii *NCC533 genes was about 83% in the *L. johnsonii *strains comparisons and decreased to 51% and 47% for *L. taiwanensis *and *L. gasseri*, respectively. These results confirmed the separate status of *L. taiwanensis *from *L. johnsonii *at the level of species, and also that *L. taiwanensis *is closer to *L. johnsonii *than *L. gasseri *is to *L. johnsonii*.

**Conclusion:**

Conventional taxonomic analyses and microarray-based CGH analysis have been used for the identification and characterization of the newly species *L. taiwanensis*. The microarray-based CGH technology has been shown as a remarkable tool for the identification and fine discrimination between phylogenetically close species, and additionally provided insight into the adaptation of the strain *L. taiwanensis *BL263 to its ecological niche.

## Background

A number of species belonging to the genus *Lactobacillus *are indigenous to the gastrointestinal tract of humans and animals [1-3]. Due to their ecological and commercial interest, substantial efforts have been concentrated in the past years to isolate and identify new strains of lactobacilli. Many of those strains belong to the *Lactobacillus acidophilus *complex. The first major study on this group using DNA-DNA hybridization defined two main homology groups, A and B, with six subgroups [4], that later became distinct species [5]. Strains of the group A were classified as the species *L. acidophilus*, *Lactobacillus amylovorus*, *Lactobacillus crispatus *and *Lactobacillus gallinarum*, and strains of the group B became *Lactobacillus gasseri *and *Lactobacillus johnsonii *[5]. Some strains of *L. acidophilus *and *L. johnsonii *are commercialized as probiotics and they have been subjected to extensive studies aimed to infer the mechanisms governing their beneficial health effects. *L. acidophilus *strain NCFM increased the immunogenicity of an oral human rotavirus vaccine in animals [6]. *L. acidophilus *strain Bar13 interfered with the adhesion of enteropathogenic bacteria to enterocytes and inhibited IL-8 production by HT-29 cells, suggesting a potential to protect intestinal cells from acute inflammatory response [7]. *L. johnsonii *strain La1 (NCC533) has been shown to suppress gene expression of proinflammatory cytokines, supposedly involved in atopic dermatitis [8,9] and acts as an immunomodulator [10-12]. The genome of *L. johnsonii *strain NCC533 has been sequenced [13] and has enabled a number of studies aimed to determine the genes which are expressed *in vivo *and those whose expression is specifically necessary for long persistence in the gut [14,15].

The bacterial species concept has been widely discussed [16,17], but no consensus has been reached to establish a regularly acceptable definition. In the case of prokaryotic pathogens, species are traditionally identified on the basis of the disease they caused, regardless of genetic considerations. However, for the vast majority of bacteria, phenotypic characteristics are generally not as precise as identification based on genotypic methods. The observation that there are a fraction of genes found in bacterial genomes shared by all members of a species and a fraction present only in a subset of the population gave rise to the core genomic hypothesis [18]. It postulates that there is a core of genes responsible for keeping a species identity and auxiliary genes responsible for gene transfer and adaptation of strains to the environment. The incorporation of molecular data permitted to state that a bacterial species is "a category that circumscribes a (preferably) genomically coherent group of individual isolates/strains sharing a high degree of similarity in (many) independent features, comparatively tested under highly standardised conditions" [19]. Essentially, a species would be a group of strains with certain level of phenotypic consistency and showing DNA-DNA re-association rates greater than 70% [19]. However, this variability cut-off method is not always appropriate due to the fact that different clearly recognized species have a large range of genetic variation. Since DNA sequencing is nowadays an accessible technique to most laboratories, comparative sequence analysis of the 16S rRNA gene has been extensively used for species identification in novel isolates [20]. The *ad hoc *committee for the re-evaluation of the species definition in bacteriology considered sequencing of housekeeping genes, DNA profiling and DNA arrays as very valuable methods for species delineation and phylogenetic positioning [19].

The *L. acidophilus *group constitutes a paradigm of a compact cluster showing closely related species that offers special difficulties for the correct taxonomic allocation of new strains. Several techniques have been applied to identify members of the *L. acidophilus *group, such as 23S-rRNA-targeted oligonucleotide probe hybridization [21], random amplification of polymorphic DNA [22,23], sequence alignment of the V1 region of the 16S rRNA encoding gene [24] and automated ribotyping [25]. Recently, more complex genomic techniques based on multilocus sequence analysis of five housekeeping genes and comparative genome hybridization (CGH) using microarrays have been successfully applied to the *L. acidophilus *complex [26]. They showed that *L. johnsonii*, *L. gasseri *and *L. acidophilus *constitute three clearly independent and consistent genomic groups, although *L. gasseri *was more closely related to *L. johnsonii *than to *L. acidophilus*. The bacterial genomic variability between strains belonging to the same species or between closely related species comes from mobile DNA elements and from variable regions. The latest may be required for environmental adaptation and could be acquired by lateral gene transfer. The *L. johnsonii *NCC533 chromosome harbors three regions that contain two prophages, Lj928 and Lj965, and a 6-kb potentially autonomous unit [27,28]. These genetic elements represent more than half of the identified strain-specific DNA and have been extensively studied [26-28]. *L. johnsonii *NCC533 also carries four further integrases and several IS elements flanking or disrupting diversity regions [26-28].

A previous work studying the influence of sorbitol intake on the population of rat intestinal lactobacilli showed the presence of five species: *L. johnsonii*, *Lactobacillus intestinalis*, *Lactobacillus murinus*, *Lactobacillus reuteri *and *Lactobacillus *sp. BL263 (previously named as AD102) [29]. Sorbitol ingestion resulted in an increment of *L. reuteri *and *Lactobacillus *sp. BL263 cell numbers [29]. Although strain *Lactobacillus *sp. BL263 could be assigned to the *L. acidophilus *group, its species allocation was still uncertain. In the present study, standard taxonomic methods and microarray-based CGH analysis have been implemented for the identification and characterization of *Lactobacillus *sp. BL263 and four additional rat intestinal isolates (BL301, BL302, BL303 and BL304) displaying identical PCR-DGGE pattern.

## Methods

### Bacterial strains, culture conditions, DNA extraction

The *Lactobacillus *strains used in this work are listed in Table 1 and they were grown in MRS medium (Difco) at 37°C during 48 h under static conditions. Chromosomal DNA was isolated as described before [30].

**Table 1:** List of strains used in this study

Species	Strain^a^	Culture collection^b^	Host
*Lactobacillus acidophilus*	BL17	CECT 903^T^	human
*Lactobacillus acidophilus*	BL279	CECT 4529	chicken intestine
*Lactobacillus acidophilus*	BL280	CECT 4179	rat feces
*Lactobacillus crispatus*	BL221		human feces
*Lactobacillus crispatus*	BL278	DSMZ 20584^T^	human eye
*Lactobacillus gasseri*	BL223		human feces
*Lactobacillus gasseri*	BL277	ATCC 33323^T^	human
*Lactobacillus gasseri*	BL292	NCC 2858	unknown
*Lactobacillus gasseri*	BL294	NCC 2856	unknown
*Lactobacillus gasseri*	BL296	NCC 2857	unknown
*Lactobacillus intestinalis*	BL260		rat intestine
*Lactobacillus intestinalis*	BL288	DSMZ 6629^T^	rat intestine
*Lactobacillus johnsonii*	BL261		rat intestine
*Lactobacillus johnsonii*	BL281	CECT 289	unknown
*Lactobacillus johnsonii*	BL287	ATCC 33200^T^	human blood
*Lactobacillus johnsonii*	BL295	NCC 2822	dog feces
*Lactobacillus johnsonii*	BL297	NCC 1741	unknown
*Lactobacillus johnsonii*	BL298	NCC 533	human feces
*Lactobacillus johnsonii*	BL299	NCC 2767	dog feces
*Lactobacillus murinus*	BL262		rat intestine
*Lactobacillus reuteri*	BL259		rat intestine
*Lactobacillus taiwanensis*	BL263	CECT 7394	rat intestine
*Lactobacillus taiwanensis*	BL301		rat intestine
*Lactobacillus taiwanensis*	BL302		rat intestine
*Lactobacillus taiwanensis*	BL303		rat intestine
*Lactobacillus taiwanensis*	BL304		rat intestine
*Lactobacillus taiwanensis*	BL340	DSMZ 21401^T^	silage

^a^BL, Culture Collection from our laboratory. Strains BL263, BL260, BL261, BL262 and BL259 were previously named as AD102, AD38, AD99, AD100 and AD23, respectively [29].

^b^CECT, The Spanish Type Culture Collection; DSMZ, German Collection of Microorganisms and Cell Cultures; NCC, Nestlé Culture Collection; ATCC, American Type Culture Collection.

### 16S rRNA encoding gene and multilocus sequence analyses

The housekeeping genes selected for multilocus sequence analysis based on the results of previous studies on *Lactobacillus *species [26,31] were recombinase A (*recA*), phenylalanyl-tRNA synthase (*pheS*), CTP synthetase (*pyrG*) and translational elongation factor Tu (*tuf*). PCR reactions were performed with the Expand High Fidelity PCR System (Roche), using chromosomal DNA and the primers listed in Table 2. DNA sequencing was performed by the Central Service of Research Support of the University of Valencia (Spain) by using the Dideoxynucleotide DNA chain termination method. Both strands of the PCR fragments were sequenced. In the case of the *recA *gene, the PCR fragments were cloned in *Escherichia coli *using the pMOS Blue vector contained in the Blunt- ended cloning kit (GE Healthcare) following the manufacturer instructions. Plasmid DNA was isolated from each clone containing a portion of the *recA *gene from the *Lactobacillus *strains studied here. The partial *recA *genes were sequenced using the M13 universal and reverse primers.

**Table 2:** Multilocus sequence analysis

Gene	Primer	Nucleotide sequence	Amplified fragment size (bp)	Number of alleles in *L. taiwanensis strains*
16S rRNA	16S-27 for	5'-AGAGTTTGATCCTGGCTCAG	1552	1
	16S-1552rev	5'-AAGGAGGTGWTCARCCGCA		
				
*recA*	RecAfor	5'-GAAAARRAYTTYGGWAARGGYKCDRTBATGCG	740	0
	RecArev	5'-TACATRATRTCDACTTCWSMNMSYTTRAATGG		
				
*pheS*	PheSfor	5'-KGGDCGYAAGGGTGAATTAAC	908	0
	PheSrev	5'-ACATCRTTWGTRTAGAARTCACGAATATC		
				
*tufF*	Tuf-for	5'-ATGGCAGAAAAAGAACATTACG	1176	1
	Tuf-rev	5'-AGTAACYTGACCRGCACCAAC		
				
*pyrG*	PyrGfor	5'-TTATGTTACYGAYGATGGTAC	908	0
	PyrGrev	5'-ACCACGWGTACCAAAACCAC		

### Phylogenetic analysis

The sequences were either obtained in this work, retrieved from the GenBank database or from the Ribosomal Database Project II (RDP) [32]. Multiple alignments were obtained using ClustalX [33]. Positions of doubtful homology and gaps were removed by using Gblocks [34]. The phylogenetic reconstruction was performed by maximum likelihood as implemented in PHYML [35] with the GTR, substitution model in combination with estimation of the transtition/transversion ratio by maximizing the likelihood of the phylogeny, and estimations from the data set of the proportion of invariants and the shape parameter (alpha) of the gamma distribution to account for substitution rate heterogeneity among sites. Bootstrap support values were obtained through the analysis of 500 pseudoreplicates.

### Physiological characterization

Carbohydrate fermentation patterns were determined by using the API 50 CH (BioMérieux, S.A.) according to the supplier instructions. Results were recorded after 48 h at 37°C. Growth at 15°C, 45°C, pH 4.5 or in the presence of NaCl (4.5% and 7.0%) was determined in MRS broth (Difco). All the growth analyses were done at least in duplicate. Data were analysed using Pearson's correlation coefficient (XLSTAT programme). A tree was created by cluster analysis using the unweighted pair-group method with arithmetic averages (UPGMA).

### PAGE analysis of whole-cell protein

Cultures were grown in 10 ml MRS at 37°C to an OD_550 _of 1.0. Cells were collected by centrifugation, washed with Tris-HCl 100 mM, pH 7.5, resuspended in 1 ml of the same buffer plus sucrose 0.5 M and lysozyme 2.5 mg/ml. After incubation for 1 h at 37°C, cells were washed, collected by centrifugation and resuspended in 50 μl of SDS-PAGE loading buffer. Cells were lysed at 100°C 5 min and 20 μl of total extract were separated on a 12% SDS-PAGE using standard protocols [36]. The gels were stained with Coomassie brilliant blue. For each strain among two and four independent extracts were performed and analysed by SDS-PAGE. A PAGE analysis representative of each strain is shown in the results. Data were analysed using Pearson's correlation coefficient (BioNumerics 4.6 Applied Maths Kortrijk). A tree was created by cluster analysis using UPGMA.

### DNA-DNA hybridization assays

DNA macro-arrays on nylon membranes (Hybond N, Amersham Biosciences) were performed by using a dot blot assay according to Hänninen et al. [37] with some modifications. Three aliquots (160, 80 and 40 ng) of denatured chromosomal DNA samples of 26 *Lactobacillus *strains were spotted on duplicated membranes. Six digoxigenin-labelled probes were prepared by random priming using the DIG DNA Labelling kit (Roche) and genomic DNA isolated from the type strains of *L. intestinalis*, *L. johnsonii*, *L. crispatus*, *L. gasseri*, *L. acidophilus *or *L. taiwanensis*. Those probes were hybridized against six identical macroarrays with 26 *Lactobacillus *strains. Hybridization, washing and staining was carried out as recommended by the manufacturer using the CDP-*Star *chemiluminescent substrate (Roche). Chemiluminescence was detected in a Fujifilm LAS 1000 imaging system (Fuji Photo Film Co. Ltd.) and it was measured using the Image Gauge Version 4.0 programme. The DNA-DNA hybridization experiments were done in triplicate.

### Comparative genomic hybridization on microarrays

Based on the genome sequence of *L. johnsonii *NCC533 [13], Agilent 60-mer oligo microarrays were designed with 5 to 6 probes spreading the coding sequence of each gene (Agilent technologies Inc., USA). 

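The array carried 10102 probes for 1810 genes of NCC533, next to 705 control spots that were left out. Of these genes, 1052 were covered by 6 probes and 758 by 5. The gene names on the array, such as LJ1009 for elongation factor Tu, are the LJ numbers that the paper uses, and products are given only where the paper or its Additional file 1 names them.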

Genomic DNA was prepared and labelled as previously described [26]. Hybridization reactions were performed in a volume of 210 μl with 10 μl of labelled DNA, 70 μl of nuclease free water, 25 μl of control target Agilent and 105 μl of Agilent hybridization buffer, following the recommendations of the manufacturer. The slides were washed 10 min at RT in 6× SSC, 0.005% Triton x-100 and 10 min on ice in 0.1× SSC, 0.005% Triton x-100. The slides were immediately dried by centrifugation and scanned at 10 μm with a Scanarray 4000 (Packard Biochip Technologies, Billerica, MA, USA). Data were extracted with Imagene 5.6 (Biodiscovery, El Segundo, CA, USA) and treated with homemade scripts in Python language http://www.python.org. Probes were eliminated from the analysis if their signal strength was lower than twice the standard deviation of the local background when hybridized with *L. johnsonii *NCC533 genomic DNA. 

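Few probes met this criterion, so nearly every gene kept all its probes. The largest number removed was 48 of 10102 on the ATCC 33200 T array of slide 003, followed by 9 on the BL263 array of slide 001. On the BL263 array of slide 005 the criterion removed 0 probes. All 1810 genes kept at least 1 probe on each array.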

The signal ratio (Cy3-labeled unknown strain DNA versus Cy5-labeled *L. johnsonii *NCC533 DNA) of each spot was calculated without background subtraction and normalized based on our previous experience of CGH [26]. 

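On 7 of 8 arrays the sample labels give the dyes the other way round from the methods, and the intensities were used to choose between them. With Cy3 over Cy5, the gene log2 ratios of BL261 ran from -5.37 at the 1st percentile to 1.07 at the 99th, and those of ATCC 33323 T from -5.36 to 0.75. A strain that lacks a gene of NCC533 can only lose signal on probes made from NCC533, so Cy3 is the likely test dye, as in the methods, and all ratios here are Cy3 over Cy5. They are reported as scanned, without centring, because the ribosomal protein genes set as the anchor could not be named from the array. The arrays differ in their overall level: the 99th percentile lay at 1.57 and 0.80 in BL263, at 2.55 and 1.57 in ATCC 33200 T, and at 0.15 and 0.22 in the self-hybridizations of NCC533. For this reason values with the 99th percentile of each array set to 0 (anchored values) are given beside the ratios as scanned where the anchor changes a result. This anchor was chosen after seeing the data, as 1 of 4 that were tried.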

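Probes of 1 gene scattered little where DNA of NCC533 met its own probes and more widely in the other species. The SD between the probes of a gene had a median over genes of 0.33 log2 units in the self-hybridization on slide 003 and of 0.17 on slide 004. It was 0.48 in *L. johnsonii* BL261, and 0.57 and 0.50 on the arrays of *L. johnsonii* ATCC 33200 T. In *L. taiwanensis* BL263 the median was 1.10 on both arrays, and in *L. gasseri* ATCC 33323 T it was 1.25.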

Having 5 to 6 probes per gene, each gene signal ratio was given by the median of the corresponding probes values. 

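NCC533, ATCC 33200 T and BL263 were each hybridized on 2 arrays, whereas BL261 and ATCC 33323 T were hybridized once and their values have no replicate check. The 2 arrays of BL263 ranked the genes alike (Pearson's r = 0.965 across genes, which are not independent replicates), and so did those of ATCC 33200 T (r = 0.978 across genes). Their overall levels differed, by a median of 0.47 log2 units between the BL263 arrays and of 0.81 between the ATCC 33200 T arrays. At a log2 ratio of -3.5, 1550 of 1810 genes fell on the same side on both BL263 arrays and 1588 on both ATCC 33200 T arrays. With anchored values these counts were 1691 and 1803.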

Considering the low level of strain variability for the tested molecule (DNA), the large number of probes per gene and the robustness of the median, biological replicates of hybridizations focused only on the most critical analysis: self-NCC533 (validation of the arrays), ATCC33200^T^/NCC533 (intra-species comparison), and BL263/NCC533 (inter-species comparison with the novel *Lactobacillus*).

### Accession numbers

The 16S rRNA gene, *recA*, *pheS*, *tuf *and *pyrG *sequences generated in this study were deposited in the GenBank under accession numbers FJ556999 to FJ557013, FJ557014 to FJ557023, GU121623 to GU121628 and HM777006, GU121629 to GU121634 and HM777008, and GU121635 to 121640 and HM777007, respectively. The microarrays data have been deposited in NCBI's Gene Expression Omnibus [38] and are accessible through GEO Series accession number GSE21627.

## Results

### 16S rRNA encoding gene and multilocus sequence analyses positioned the novel *Lactobacillus *isolates within the *Lactobacillus acidophilus *group

Sequences of the 16S rRNA gene (approximately 1,440 bp) of the rat isolates *Lactobacillus sp*. BL263, BL301, BL302, BL303 and BL304 were determined. Sequences of BL263, BL301, BL302 and BL303 were identical (data not shown) and shared a 99.9% sequence identity with BL304 strain. A preliminary analysis showed that these sequences were very similar to sequences of *L. gasseri *and *L. johnsonii*. Subsequently, a phylogenetic tree was obtained by using the tools available in RDP [32]. On the basis of this reconstruction, sequences of species close to *L. gasseri *and *L. johnsonii *were selected for a detailed phylogenetic reconstruction by maximum likelihood. During the preparation of this manuscript, the novel *L. taiwanensis *species isolated from silage was described [39]. The phylogenetic reconstruction based on 16S rRNA gene sequences suggested that these strains belong to *L. taiwanensis *species and that they are closely related to *L. johnsonii *and *L. gasseri *(Fig. 1). The identity between the 16S rRNA gene of *L. taiwanensis *and *L. johnsonii *and *L. gasseri *strains ranged from 99.2% to 99.7% and 98.5% to 99.5%, respectively. This is higher than the generally accepted >97% identity threshold for the species definition, but this problem is known for long in the acidophilus group [24].

**Figure 1:**
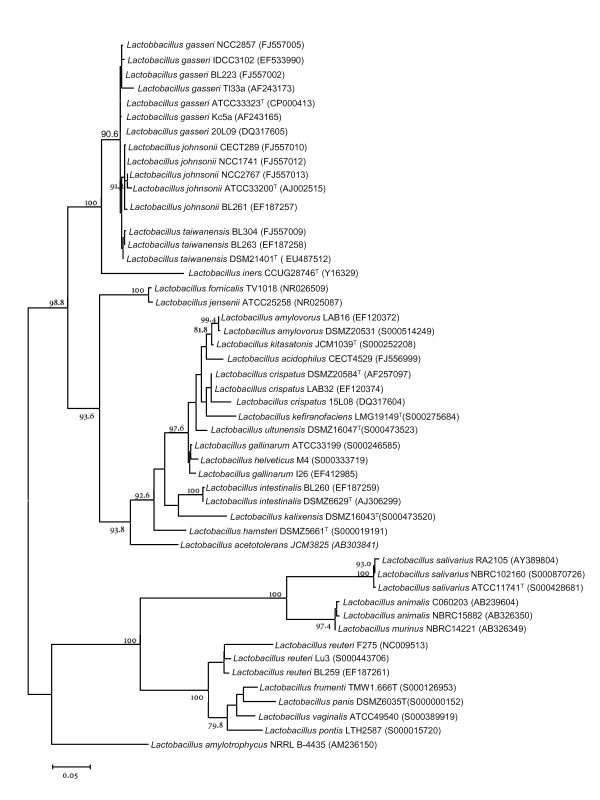
**Phylogenetic tree showing relationships among 16S rRNA gene sequences of species in the *Lactobacillus acidophilus *group, including *Lactobacillus taiwanensis*, and species representing different lineages within the genus *Lactobacillus***. The tree was created using a maximum-likelihood approach and numbers at branch points are bootstrap values (based on 500 samplings expressed in percentages). Only bootstrap values over 75% are shown. Bar indicates sequence divergence. The tree has been arbitrarily rooted. In parenthesis are shown the GenBank or Ribosomal Database Project II accession numbers.

The analysis of the *recA*, *pheS*, *pyrG *and *tuf *gene sequences from strains BL263, BL301, BL302, BL303, BL304 and *L. taiwanensis *DSM 21401^T ^also led to phylogenetic trees that clearly separated a cluster encompassing *L. taiwanensis *and the rat intestinal isolates from all the *L. johnsonii *and *L. gasseri *strains as indicated by the bootstrap values (Fig. 2 and Fig. 3). Therefore, we concluded that our isolates belong to *L. taiwanensis*. These phylogenetic reconstructions were in general agreement with that obtained with the 16S rRNA gene sequences described above. Although highly conserved, those genes showed a higher degree of variability between related bacteria than the 16S rRNA gene. Therefore, the multilocus sequence analysis provided higher discriminating power which is more suited for phylogenetic and taxonomic reconstruction within the closely related species that constitute the *L. acidophilus *group.

**Figure 2:**
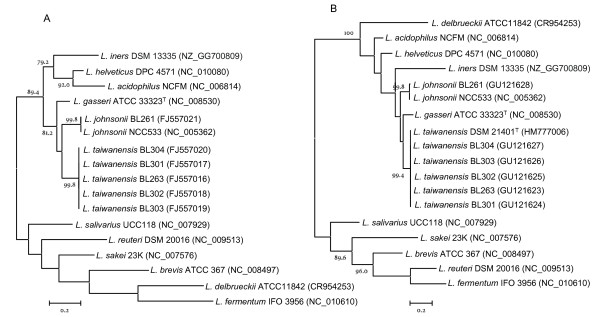
**Phylogenetic tree showing relationships among *recA *(A) and *pheS *(B) gene sequences of species in the *Lactobacillus acidophilus *group, including *Lactobacillus taiwanensis*, and species representing different lineages within the genus *Lactobacillus***. The trees were created using a maximum-likelihood approach and numbers at branch points are bootstrap values (based on 500 samplings expressed in percentages). Only bootstrap values over 75% are shown. Bar indicates sequence divergence. The trees have been arbitrarily rooted. In parenthesis are shown the GenBank accession numbers.

**Figure 3:**
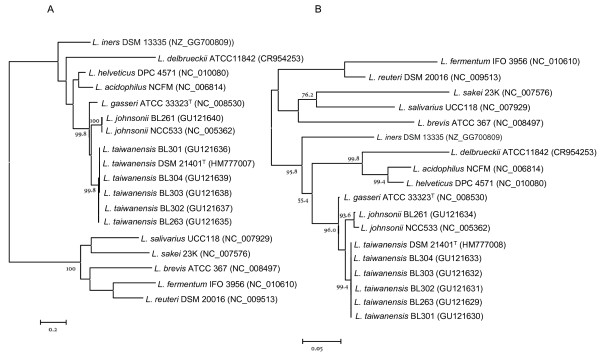
**Phylogenetic tree showing relationships among *pyrG *(A) and *tuf *(B) gene sequences of species in the *Lactobacillus acidophilus *group, including *Lactobacillus taiwanensis*, and species representing different lineages within the genus *Lactobacillus***. The trees were created using a maximum-likelihood approach and numbers at branch points are bootstrap values (based on 500 samplings expressed in percentages). Only bootstrap values over 75% are shown. Bar indicates sequence divergence. The trees have been arbitrarily rooted. In parenthesis are shown the GenBank accession numbers.

### Phenotypic and protein profile analyses did not resolve species

The carbohydrate fermentation patterns, and the growth profiles of 26 lactobacilli (including the novel isolates and members of the *L. acidophilus *group) at different temperatures and salt concentrations were used to construct a dendrogram (Table 3 and Fig. 4). Similarly, a comparative analysis of whole-cell protein patterns was performed with bacterial protein extracts of the novel isolates and other members of the *L. acidophilus *group (Fig. 4). Neither the phenotypic dendrogram, nor the cluster analysis of the SDS-PAGE protein profiles showed a good agreement with the phylogenetic relationships inferred from genetic markers. These phenotypic and protein profiles analyses agree with previous taxonomic analyses [40] that showed a lack of correlation between phylogenetic positioning and physiological/biochemical properties in lactobacilli. Notwithstanding, *L. taiwanensis *strains grouped together in a subcluster of the phenotypic analysis with an internal similarity above 30% (Fig. 4).

**Table 3:** Differential phenotypic features of *Lactobacillus taiwanensis *strains (BL263, BL301, BL302, BL303, BL304) with respect to related species of the genus *Lactobacillus *(*L. acidophilus, L. crispatus, L. gasseri, L. intestinalis, L. johnsonii, L. murinus *and *L. reuteri*)

Strains^a^	BL 263	BL 301	BL 302	BL 303	BL 304	BL 17	BL 279	BL 280	BL 221	BL 278	BL 223	BL 277	BL 292	BL 294	BL 296	BL 260	BL 288	BL 261	BL 281	BL 287	BL 295	BL 297	BL 298	BL 299	BL 262	BL 259
L-Arabinose	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	d	d
Ribose	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	d	d
D-Xylose	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	d
Galactose	-	-	-	-	d	-	+	+	+	-	+	+	-	+	-	-	+	d	d	+	d	-	-	d	+	+
D-Fructose	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	d	+	+	-
D-Mannose	+	+	+	+	+	+	+	+	d	-	+	+	-	+	+	+	+	+	d	+	+	+	d	+	+	-
Mannitol	-	-	-	-	-	-	-	-	+	-	-	-	-	-	-	d	+	-	-	-	-	-	-	-	+	-
α-methyl-D-Glucoside	-	-	-	-	-	-	-	d	d	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-
N-Acethyl Glucosamine	-	d	+	-	+	+	+	+	+	+	+	+	+	+	+	+	+	d	d	+	+	+	+	+	+	-
Amygdalin	-	-	-	-	-	+	+	+	-	-	+	+	-	+	+	-	-	-	-	-	-	-	-	-	-	-
Arbutin	-	-	-	-	-	-	-	-	d	+	+	+	+	-	+	-	-	-	-	-	-	-	-	-	+	-
Aesculin	+	+	+	+	+	+	+	+	+	+	+	+	+	+	+	-	-	d	-	+	+	+	+	+	+	-
Salicin	-	-	-	-	-	+	+	d	d	+	+	+	d	+	+	-	-	-	-	-	d	d	-	-	+	-
Cellobiose	+	d	+	+	+	+	+	d	+	+	+	+	+	+	-	-	-	-	-	d	d	+	+	-	+	-
Maltose	+	+	+	+	+	+	+	+	+	+	+	+	d	+	+	+	+	+	+	+	+	+	-	+	+	+
D-Lactose	-	-	-	-	-	+	+	+	+	-	+	+	-	+	-	-	-	-	-	d	d	+	+	-	+	+
Melibiose	-	-	-	-	-	-	-	d	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	+	+
Trehalose	+	-	+	+	+	+	+	+	+	-	+	+	+	+	+	-	-	+	+	-	+	+	+	-	+	-
D-Raffinose	-	-	-	-	-	d	+	+	d	-	-	-	-	-	-	-	d	-	-	+	+	-	-	+	+	+
Starch	-	-	-	-	-	-	-	-	+	+	+	+	-	-	-	-	-	d	d	d	d	d	-	-	-	-
Glycogen	-	-	-	-	-	-	-	-	+	+	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-
β-Gentibiose	d	-	+	+	+	+	+	+	d	-	+	+	+	+	+	-	-	+	-	+	+	+	-	+	+	-
D-Turanose	-	-	-	-	-	-	-	-	-	-	+	-	-	-	-	-	-	-	-	-	-	-	-	-	d	-
D-Tagatose	-	-	-	-	-	-	-	-	-	-	+	+	d	+	-	-	-	-	d	d	-	d	-	-	-	-
Growth 15°C	-	-	-	-	-	-	-	-	-	-	-	-	-	+	-	-	-	-	-	-	-	-	-	+	-	-
Growth 45°C	-	-	-	-	-	-	-	-	-	-	-	+	-	+	+	-	-	-	-	-	-	+	+	+	-	-
Growth 4.5% NaCl	-	-	-	-	-	+	-	-	-	-	+	+	-	-	-	-	-	+	+	+	-	+	-	-	+	-
Growth 7.0% NaCl	-	-	-	-	-	-	-	-	-	+	+	-	-	-	-	-	-	-	-	-	-	-	-	-	-	-
Growth pH 4.5	+	+	+	+	+	-	-	-	+	-	+	+	+	+	+	+	+	+	-	+	+	+	+	+	-	+

^a^The strain names correspond with the list showed on Table 1. +, good growth; -, no growh; d, poor growth. All strains fermented D-glucose and sucrose. No strains fermented L-sorbose, rhamnose, inositol, sorbitol, inulin, melezitose, xylitol, fucose, arabitol or gluconate.

**Figure 4:**
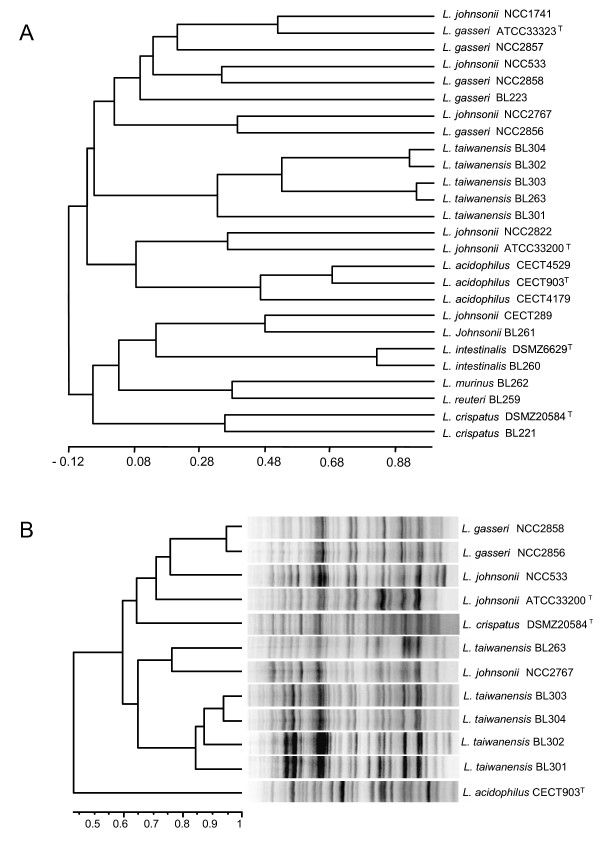
**Dendrogram derived from the analysis of phenotypic properties (A) and SDS-PAGE whole-cell protein profiles (B) of *Lactobacillus taiwanensis *strains and related strains of species from the genus *Lactobacillus***. The analysis was performed using Pearson´s correlation coefficient (*r*) and the values are shown at the bottom of each dendrogram. Both trees (A and B) were constructed using the unweighted pair-group method with arithmetic averages (UPGMA).

### DNA-DNA hybridization experiments confirmed the separate status of *Lactobacillus taiwanensis *strains at the species level

DNA similarity values were determined by DNA-DNA hybridization with 26 *Lactobacillus *strains. DNA of the 26 strains was immobilized in membrane blots and the genomic DNA of six *Lactobacillus *type strains and *L. taiwanensis *BL263 strain was used as probe (Table 4). Relative hybridization values obtained from intra-species hybridization assays with *L. intestinalis*, *L. acidophilus *or *L. crispatus *strains always rendered values above 82%, while inter-species DNA re-association values between those species were low (1% to 18%). Results obtained with *L. johnsonii*, *L. gasseri *and *L. taiwanensis *were less clear-cut. *L. johnsonii *and *L. gasseri *intra-species hybridization values were greater than 71%, but *L. johnsonii *BL261 and *L. gasseri *BL223 only showed values of 57% and 62% with their respective type strains. Nevertheless, those values still fall within relaxed species delineation boundaries (50-70% DNA reassociation) [20]. *L. taiwanensis *showed intra-specific hybridization values in the range of 73% to 95%. Inter-species hybridizations between *L. johnsonii *and *L. gasseri *strains rendered values up to 46%, and always higher than with the other species included in this assay, supporting that they are closely related but distinct species. *L. taiwanensis *strains also showed high reassociation rates with *L. johnsonii *and *L. gasseri*, their inter-species hybridization values ranging from 21-40% and from 10-26%, respectively. Therefore, these results also demonstrated the separate status of *L. taiwanensis *strains at the species level, and undoubtedly placed them within the *L. acidophilus *complex. Inside this group they showed closer DNA homology to *L. johnsonii *and *L. gasseri *than to *L. crispatus *and *L. acidophilus *in agreement with the previous phylogenetic analyses.

**Table 4:** DNA re-association values as determined by DNA macroarray analysis among *Lactobacillus *strains

	*L. intestinalis *DSMZ 6629^T^	*L. johnsonii *ATCC 33200^T^	*L. crispatus *DSMZ 20584^T^	*L. gasseri *ATCC 33323^T^	*L. acidophilus *CECT 903^T^	*L. taiwanensis *BL263
*L. murinus *BL262	1.95 ± 1.39	3.68 ± 2.29	2.41 ± 0.83	4.82 ± 2.47	1.23 ± 0.07	15.22 ± 4.65
*L. reuteri *BL259	4.33 ± 4.16	6.04 ± 4.61	3.87 ± 4.17	8.12 ± 4.71	5.93 ± 2.16	4.78 ± 2.07
*L. intestinalis *DSMZ 6629^T^	**100.00**	6.00 ± 1.26	3.66 ± 1.10	4.08 ± 0.86	6.79 ± 2.11	3.52 ± 1.05
*L. intestinalis *BL260	**107.55 ± 4.18**	9.90 ± 3.70	7.75 ± 4.33	9.93 ± 4.83	9.77 ± 0.23	7.27 ± 1.86
*L. johnsonii *ATCC 33200^T^	7.74 ± 1.49	**100.00**	5.15 ± 0.70	19.32 ± 1.51	7.57 ± 1.73	20.76 ± 1.32
*L. johnsonii *CECT 289	10.44 ± 3.74	**81.91 ± 8.39**	5.45 ± 2.02	23.12 ± 7.98	8.61 ± 3.24	28.28 ± 6.53
*L. johnsonii *NCC 2822	15.39 ± 8.09	**94.25 ± 12.15**	1.39 ± 6.29	45.64 ± 4.48	13.81 ± 6.55	35.37 ± 11.93
*L. johnsonii *NCC 1741	17.57 ± 7.53	**91.82 ± 8.88**	10.48 ± 6.32	38.06 ± 8.11	10.39 ± 3.73	35.18 ± 9.31
*L. johnsonii *NCC 533	9.70 ± 5.52	**76.78 ± 8.09**	9.73 ± 7.20	24.53 ± 8.96	8.31 ± 3.82	24.94 ± 8.71
*L. johnsonii *NCC 2767	16.00 ± 7.28	**106.05 ± 7.91**	13.33 ± 8.54	45.02 ± 14.95	11.35 ± 3.62	39.75 ± 11.45
*L. johnsonii *BL261	7.07 ± 3.58	**56.49 ± 8.70**	6.04 ± 2.44	19.74 ± 3.73	12.02 ± 10.84	24.15 ± 2.27
*L. crispatus *DSMZ 20584^T^	7.34 ± 2.86	6.22 ± 1.06	**100.00**	4.28 ± 2.06	11.70 ± 5.35	4.20 ± 1.90
*L. crispatus *BL221	7.14 ± 2.66	6.84 ± 0.86	**82.06 ± 10.06**	4.88 ± 2.97	8.40 ± 2.87	4.21 ± 1.34
*L. gasseri *ATCC 33323^T^	3.99 ± 1.88	15.62 ± 2.19	3.63 ± 1.61	**100.00**	3.25 ± 0.77	9.89 ± 2.56
*L. gasseri *NCC 2856	10.56 ± 5.92	31.63 ± 9.46	7.73 ± 3.08	**76.31 ± 6.36**	6.57 ± 2.36	21.74 ± 6.62
*L. gasseri *NCC 2857	11.54 ± 6.36	41.76 ± 12.27	11.11 ± 6.48	**79.66 ± 15.14**	8.73 ± 3.21	25.55 ± 8.95
*L. gasseri *NCC 2858	8.07 ± 3.82	29.36 ± 9.15	5.98 ± 3.43	**71.09 ± 5.46**	8.92 ± 4.47	19.56 ± 5.14
*L. gasseri *BL223	5.06 ± 2.07	21.28 ± 1.75	4.21 ± 1.38	**62.11 ± 9.80**	3.29 ± 0.88	14.13 ± 2.67
*L. acidophilus *CECT 903^T^	8.28 ± 2.65	7.06 ± 0.08	9.84 ± 3.14	6.18 ± 2.42	**100.00**	4.74 ± 0.80
*L. acidophilus *CECT 4529	8.59 ± 3.38	6.79 ± 1.73	9.08 ± 3.40	3.68 ± 0.61	**98.60 ± 6.52**	3.96 ± 1.23
*L. acidophilus *CECT 4179	7.10 ± 3.61	5.12 ± 1.50	6.72 ± 2.72	3.39 ± 1.61	**101.10 ± 2.45**	3.96 ± 0.64
*L. taiwanensis *BL263	7.50 ± 1.18	31.43 ± 6.28	6.98 ± 2.42	22.05 ± 3.10	6.19 ± 1.73	**100.00**
*L. taiwanensis *BL301	3.55 ± 0.51	18.20 ± 5.85	3.82 ± 0.34	12.61 ± 2.42	3.26 ± 0.66	**72.61 ± 10.45**
*L. taiwanensis *BL302	3.57 ± 1.55	19.56 ± 4.20	3.94 ± 0.88	13.18 ± 0.71	2.56 ± 0.89	**94.95 ± 5.69**
*L. taiwanensis *BL303	3.55 ± 0.29	17.65 ± 6.63	3.74 ± 1.00	12.96 ± 2.37	3.23 ± 0.05	**86.54 ± 8.38**
*L. taiwanensis *BL304	3.40 ± 0.25	17.31 ± 6.16	3.47 ± 0.75	12.73 ± 2.10	3.57 ± 0.64	**75.04 ± 8.82**

Values were calculated as percentage of hybridization relative taking as a 100% the hybridization of each strain with itself and they are the means ± SD from three independent hybridization experiments. Intra-specific DNA hybridization values are shown in bold.

### Complete Genome Hybridization between *L. taiwanensis *BL263 and *L. johnsonii *NCC533 using DNA microarrays

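Genomic DNA of 5 strains was hybridized against DNA of *L. johnsonii* NCC533 on 8 arrays, with 2 arrays on each of 4 slides. Slide 001 held BL261 and BL263, slides 003 and 004 each held ATCC 33200 T and an NCC533 self-hybridization, and slide 005 held BL263 and ATCC 33323 T. The deposited intensities are the mean brightness of each spot and of its local background, on a linear scale and without normalization. The median signal in Cy3, the dye of the test strain, was 9.28 times the median background for BL263 on slide 001 and 45.7 times on slide 005. It was 25.0 times for ATCC 33323 T, 102 times for BL261, and 103 and 282 times for the arrays of ATCC 33200 T. Of the Cy3 probes, 67.4% and 94.4% exceeded the local background by 2 SD on the BL263 arrays, 96.7% for ATCC 33323 T, 87.8% for BL261, and 89.8% and 97.0% for ATCC 33200 T. The Cy5 signal was only 3.03 to 6.96 times its background on slides 001 and 003, read with ImaGene 5.6.0, against 41.3 to 102 times on slides 004 and 005, read with ImaGene 8.0.0. From these intensities the log2 ratio of each probe was computed without background subtraction, the median of the probes was taken per gene, and 2 arrays of a strain were averaged. Genes at -3.5 or greater are called conserved and those under it divergent. In addition, each gene was compared between strains with limma over all 8 arrays, with 1 mean per strain, 3 residual degrees of freedom and Benjamini-Hochberg adjustment. The single arrays of BL261 and ATCC 33323 T are assumed to vary like the others. The p-values measure only the spread between these arrays, which may be technical, although the paper calls the repeated hybridizations biological replicates. As scanned, limma gave all genes the same spread, and differences in level shared by all genes of an array enter it.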

Firstly, the DNA microarray constructed with oligonucleotides representing all the coding regions from *L. johnsonii *strain NCC533 was tested in a self-hybridization experiment to validate the design of the microarrays. This step was necessary since the microarrays previously used for inter-species CGH in the *L. acidophilus *group [26] were amplicon-based and not oligonucleotide-based. Thus, *L. johnsonii *NCC533 strain was used as both the reference and the test strain, and as expected the distribution of the log_2 _ratios showed a normal distribution around zero (data not shown). 

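The genes of NCC533 gave ratios close to 0 against themselves. Their median log2 ratio was -0.32 on slide 003, with an SD over 1810 genes of 0.200, and -0.0090 on slide 004, with an SD of 0.100. Skewness was -0.025 and -0.057 and excess kurtosis 0.060 and 0.018, where a normal distribution has 0 for both. On slide 003, 0.110% of the genes lay beyond 1 in either direction, and on slide 004 the share was 0. The mean of the genes of elongation factor Tu (LJ1009) and GroEL (LJ0461) was -0.42 on slide 003 and -0.13 on slide 004. The gap of -0.30 between the arrays exceeded the SD of the genes within each of them.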

The performance of the oligonucleotide microarray was further evaluated by hybridization with DNA from *L. johnsonii *ATCC 33200 type strain and *L. johnsonii *BL261. In the DNA-DNA hybridization assays, this latter strain fell into the relaxed definition of species. The distribution of the log_2 _ratios of the CGH results are shown in Fig. 5A. 

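The strains fell into distributions of 2 shapes. In the *L. johnsonii* strains most genes lay in a narrow band with a long tail below it: the 25th and 75th percentiles were -0.20 and 0.52 in BL261, while the 5th was -4.89. In ATCC 33200 T the same percentiles were 1.05 and 1.93 on slide 003 and 0.45 and 1.17 on slide 004, with the 5th at -3.41 and -4.79. *L. taiwanensis* BL263 and *L. gasseri* ATCC 33323 T spread over the whole range, from -3.45 to 0.31 between the 25th and 75th percentiles for BL263 on slide 001, from -3.85 to -0.19 on slide 005, and from -3.96 to -0.89 for ATCC 33323 T. Skewness was between -1.61 and -1.53 on the *L. johnsonii* arrays and between -0.028 and 0.20 on the arrays of the other species. All 5 genes of the lactose utilization cluster LJ0854 to LJ0858 had a log2 ratio of -3.5 or greater in both *L. johnsonii* strains, against 1 of the 5 in ATCC 33323 T (0 with anchored values).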

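Most genes of NCC533 kept their signal in *L. johnsonii* BL261 and ATCC 33200 T. In BL261, 83.5% of 1810 genes had a log2 ratio of -3.5 or greater (95% exact binomial confidence interval 81.7 to 85.2, for counting error only). In ATCC 33200 T the share was 96.0% on slide 003 and 83.7% on slide 004, a mean of 89.8% ± 8.67 (SD, n = 2 arrays), and it was 87.4% when the ratios of the 2 arrays were averaged per gene. With the 99th percentile of each array set to 0 (anchored values) the shares were 82.4% in BL261 and 81.9% ± 0.039 (SD, n = 2) in ATCC 33200 T.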

Approximately 83% of the ORFs present in NCC533 strain produced a log_2 _ratio of -3.5 or greater with these two strains, suggesting a majority of very similar DNA sequences. The rest of ORFs showed log_2 _values under -3.5, reflecting high divergence or absent genes in the test strains. 

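Some of the divergent genes of both *L. johnsonii* strains lay in runs of neighbouring genes. In BL261 the longest runs were LJ1418 to LJ1442 in prophage Lj928 (27 genes, median log2 ratio -4.81), LJ1219 to LJ1241 (23 genes, -4.39) and LJ0730 to LJ0744 (15 genes, -4.42). In ATCC 33200 T they were LJ0314 to LJ0324 in prophage Lj965 (11 genes, median -4.08) and LJ0384 to LJ0394, which spans the *sec* locus (10 genes). With anchored values other runs came first: LJ1215 to LJ1268 in BL261 (54 genes), and LJ0297 to LJ0330 (34 genes) and LJ1033 to LJ1057 (22 genes) in ATCC 33200 T. The gene of a mucin binding protein, LJ0047, had a ratio of -5.38 in BL261 and -4.77 in ATCC 33200 T. For 58 genes of BL261 and 1 of ATCC 33200 T no probe exceeded the background in the strain, so that the signal was at least 24.4-fold (median of the bounds) and at least 11.1-fold lower than in the self-hybridization. A low ratio cannot separate a missing gene from a divergent sequence.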

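Gene by gene, 328 of 1810 genes were lower in BL261 than in the self-hybridization and 332 were lower in ATCC 33200 T (adjusted p under 0.05, limma). The counts were 389 and 471 with anchored values and 1 and 172 with normexp background correction. With the upper mode of each array set to 0 they were 0 (290 at an unadjusted p under 0.05) and 288. All 12 genes of the metabolic cluster with transketolase, LJ1257 to LJ1268, and all 5 genes LJ1312 to LJ1316 were lower in both strains. The *sec* locus, LJ0384 to LJ0389, was lower in ATCC 33200 T for 6 of 6 genes and in BL261 for 0 of 6. Both strains kept all 5 genes of the lactose utilization cluster, with medians of 0.78 in BL261 and 1.67 in ATCC 33200 T. In ATCC 33200 T a further 1321 genes were higher than in the self-hybridization, against 2 in BL261. The ATCC 33200 T count was 132 without the self-hybridization of slide 003, and with anchored values it was 0 (also 0 at an unadjusted p under 0.05). The BL261 count was 17 without either array of ATCC 33200 T and 309 with only BL261 and NCC533 in the fit.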

The two *L. johnsonii *strains profiles were typical of intra-species comparisons. In contrast, *L. taiwanensis *and *L. gasseri *strains showed a significant deviation from zero for nearly all the genes, suggesting global sequence divergence between *L. johnsonii *and both tested strains (Fig. 5A). These strains gave a similar profile, characteristic of inter-species comparisons. However, *L. taiwanensis *have more probes (51%) with ratios of -3.5 or greater than *L. gasseri *(47%), showing slightly better gene conservation. This is in agreement with the results of DNA-DNA hybridization experiments. These results confirmed the separate status of *L. taiwanensis *from *L. johnsonii *at the level of species, and they showed that *L. taiwanensis *is closer to *L. johnsonii *than *L. gasseri *is to *L. johnsonii*.

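In *L. taiwanensis* BL263 and *L. gasseri* ATCC 33323 T the loss of signal reached most of the genome. Of 1810 genes, 1038 were lower in BL263 than in the self-hybridization and 1175 were lower in ATCC 33323 T (adjusted p under 0.05, limma). Prophage Lj965 was lower for all 45 of its genes in both strains, and prophage Lj928 for 47 of 51 in BL263 and 50 of 51 in ATCC 33323 T. Some genes kept or exceeded the signal of NCC533: 65 genes were higher in BL263, among them LJ1294, whereas in ATCC 33323 T the count was 0 (3 at an unadjusted p under 0.05, and 1 adjusted with limma's trended and robust fit). Neither count is firm. Both were far larger with the array median set to 0, where that of BL263 was 804, and with normexp background correction that of BL263 was 421. That of BL263 was 1 with anchored values, 8 in the authors' table, 1 without its array of slide 001, 1 and 10 without the self-hybridization of slide 003 or 004, and 200 without either array of ATCC 33200 T; that of ATCC 33323 T was 10 without either array of ATCC 33200 T and 68 with only ATCC 33323 T and NCC533 in the fit. The call depends on the level of the arrays: with anchored values 1387 and 1466 genes were lower, with normexp background correction 302 and 8, and with the upper mode of each array set to 0 the counts were 0 and 0 (5 and 0 at an unadjusted p under 0.05), a setting that put the level of divergent genes at 0 on 1 BL263 array and on the ATCC 33323 T array.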

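The same genes tended to be conserved or divergent in both species. BL263 and ATCC 33323 T fell on the same side of -3.5 for 1429 of 1810 genes (79.0%), and 408 genes were divergent in both where 196 would be if the calls were independent. Arsenical resistance (LJ0230 to LJ0232) and the deoxyribose cluster LJ1654 to LJ1661 were lower than in the self-hybridization for all 3 and all 8 genes in both (adjusted p under 0.05, limma). Exceptions were the *sec* locus, with a median log2 ratio of 0.75 in BL263 and -4.55 in ATCC 33323 T, and the glycosyltransferase cluster LJ1707 to LJ1710, with 0.53 and -4.66. Across genes, which are not independent replicates, Pearson's r between the strains was 0.606 and within slide 005, which held both, 0.624. The corresponding r of BL263 was 0.407 with BL261 and 0.341 with ATCC 33200 T.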

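Of the probes, 67.0% had a log2 ratio of -3.5 or greater in BL263 and 60.3% in ATCC 33323 T (95% exact binomial interval 59.4 to 61.3 for the single array, counting error only). Of the genes, the share was 76.8% for BL263 on slide 001 and 67.5% on slide 005, a mean of 72.2% ± 6.56 (SD, n = 2 arrays), and 63.3% for ATCC 33323 T. Averaged per gene over its 2 arrays, BL263 had 70.6%, which is 7.24 percentage points above ATCC 33323 T and thus close to the SD between its arrays. On slide 005, which held both strains, BL263 lay 4.20 points above ATCC 33323 T. Gene groups conserved in BL263 and mostly divergent in ATCC 33323 T include the *sec* locus, with 6 of 6 and 0 of 6 genes conserved. Another is the lactose utilization cluster, with 5 of 5 and 1 of 5. The rhamnose operon LJ1048 to LJ1052 was conserved for 5 of 5 genes in both. With anchored values the lactose cluster kept 0 genes in ATCC 33323 T and the rhamnose operon 4 in each strain. The size and the sign of the difference in share depend on how the arrays are levelled. With the upper mode of each array set to 0 the shares of probes were 98.8% in BL263 and 100% in ATCC 33323 T, though shares near 100% are saturated. With anchored values the shares of probes were 51.1% and 49.0% and the difference in genes 1.05 points, whereas with the 95th percentile of each array set to 0 the shares of probes were 53.8% and 53.7% and the difference in genes -1.22 points.

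**Figure D1:**
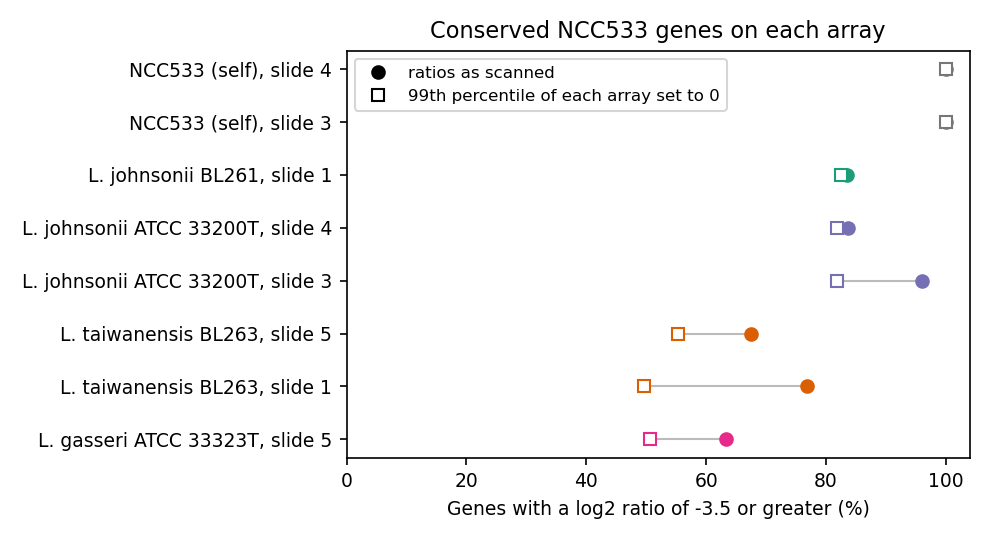
Share of the 1810 genes with a log2 ratio of -3.5 or greater on each array, in percent. Filled circles are ratios as scanned and open squares are values with the 99th percentile of each array set to 0. BL263 and ATCC 33323 T lie at 67.5% and 63.3% as scanned on slide 005, below the *L. johnsonii* strains.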

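The number of divergent genes rose from 228 in *L. johnsonii* ATCC 33200 T and 299 in *L. johnsonii* BL261 to 533 in *L. taiwanensis* BL263 and 664 in *L. gasseri* ATCC 33323 T. Of 1810 genes, 980 were conserved in all 4 strains and 120 were divergent in all 4 (686 and 174 with anchored values). The cluster LJ0635 to LJ0641 (cell surface protein and PTS) kept 7 of 7 genes in BL261, 2 in ATCC 33200 T (1 with anchored values), 1 in BL263 and 0 in ATCC 33323 T. LJ1094 to LJ1098, encoding hypothetical proteins, were lower than in the self-hybridization for 5 of 5 genes in each of the 4 strains (adjusted p under 0.05, limma). The count of ATCC 33200 T was 73 on slide 003 alone and 295 on slide 004 alone. Anchored values gave 326, 318, 874 and 893 divergent genes in the same order of strains. From the distributions and the shares of conserved probes, which it sets beside its DNA-DNA hybridizations, the paper concludes that *L. taiwanensis* is a species apart from *L. johnsonii* and that it lies closer to *L. johnsonii* than *L. gasseri* does.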

**Figure 5:**
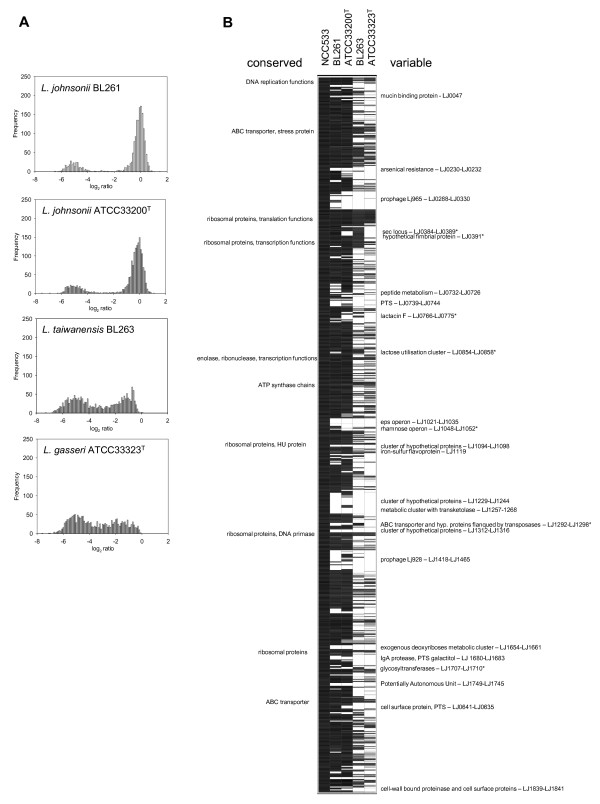
**Comparative Genomic Hybridization (CGH) data**. (A) Frequency distribution histograms of the CGH data. The reference strain is *L. johnsonii *NCC533. Ratios are expressed in a log_2 _scale; (B) CGH data mapped on *L. johnsonii *NCC533. Each horizontal row corresponds to a specific coding region on the array and the genes are vertically ordered according to their positions on the *L. johnsonii *NCC533 genome. The columns represent the strains analyzed, identified by their code numbers. The colour-code gradient ranges from black (presence of a homologous gene) to white (divergence or absence of a gene). Some relevant genes are shown on the left (conserved) or right (variable) alongside the genome. The asterisk showed conserved genes in *L. taiwanensis*, which are optional in *L. johnsonii*.

CGH results were mapped on the *L. johnsonii *NCC533 genome (Fig. 5B). The genetic differences observed in the intra-species analysis with the *L. johnsonii *ATCC 33200 type strain closely match with the previous analysis by amplicon-based microarrays [26], further validating the oligonucleotide-based microarrays used in this study. 

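*L. taiwanensis* BL263 had a log2 ratio of -3.5 or greater for 122 genes of NCC533 that were divergent in at least 1 of *L. johnsonii* BL261 and ATCC 33200 T. Of these genes, 39 were conserved in BL263 and BL261 but not in ATCC 33200 T, 62 in BL263 and ATCC 33200 T but not in BL261, and 21 in BL263 alone. LJ0026, the ATP-binding protein of an ABC transporter, had 1.15 ± 0.77 (SD, n = 2 arrays) in BL263 and -3.74 in ATCC 33200 T, and was not divergent in BL261 (-0.30). LJ0420, a regulator of the Xre family, had 0.72 ± 0.39 in BL263, 1.20 in ATCC 33200 T and -5.51 in BL261. LJ1841, a peptidyl-prolyl isomerase, had 0.94 ± 0.30 in BL263 and was low in both, at -4.54 and -4.82. Anchored, the total was 85 genes, of which 47, 16 and 22 fell into these groups. Without the BL263 array of slide 005 the total was 183.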

While *L. taiwanensis *BL263 shared fewer genes with the reference *L. johnsonii *NCC533 than the other *L. johnsonii *strains, it showed 78 genes which are not always present in *L. johnsonii *strains. They are mainly organized in 6 gene clusters: the *sec *locus, a hypothetical fimbrial protein, the bacteriocin lactacin F biosynthesis operon, the lactose utilization cluster, the sugar nucleotide dTDP-rhamnose synthesis operon and glycosyltransferases (Fig. 5B, marked with an asterisk). 

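In the *sec* locus (LJ0384 to LJ0389), BL263 kept 6 of 6 genes with a median log2 ratio of 0.75. LJ0384, the translocase subunit *secY*, had 0.74 ± 0.75 (SD, n = 2 arrays) in BL263, 1.16 in BL261 and -3.73 ± 1.29 in ATCC 33200 T. LJ0388, *secA*, had 0.84 ± 0.38, 0.70 and -4.02 ± 1.26. The lactacin F operon (LJ0766 to LJ0775, 11 genes) kept 9 genes in BL263, 9 in BL261 and 5 in ATCC 33200 T. The lactose utilization cluster kept 5 of 5 genes in BL263, with a median of 0.91, and neighbouring LJ0860, galactose-1-phosphate uridylyltransferase, had 0.89 ± 0.58 in BL263 and -3.39 in BL261. LJ1049 of the rhamnose operon, dTDP-glucose dehydratase, had 0.54 ± 0.48 in BL263 and -3.61 ± 1.29 in ATCC 33200 T. The glycosyltransferases LJ1707 to LJ1710 kept 4 of 4 genes in BL263 and 2 of 4 in each *L. johnsonii* strain. With anchored values the lactacin F operon kept 8, 8 and 0 genes, the rhamnose operon 4 of 5 genes in BL263 and 0 in ATCC 33200 T, and the glycosyltransferases 4 in BL263, 2 in BL261 and 0 in ATCC 33200 T.

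**Figure D2:**
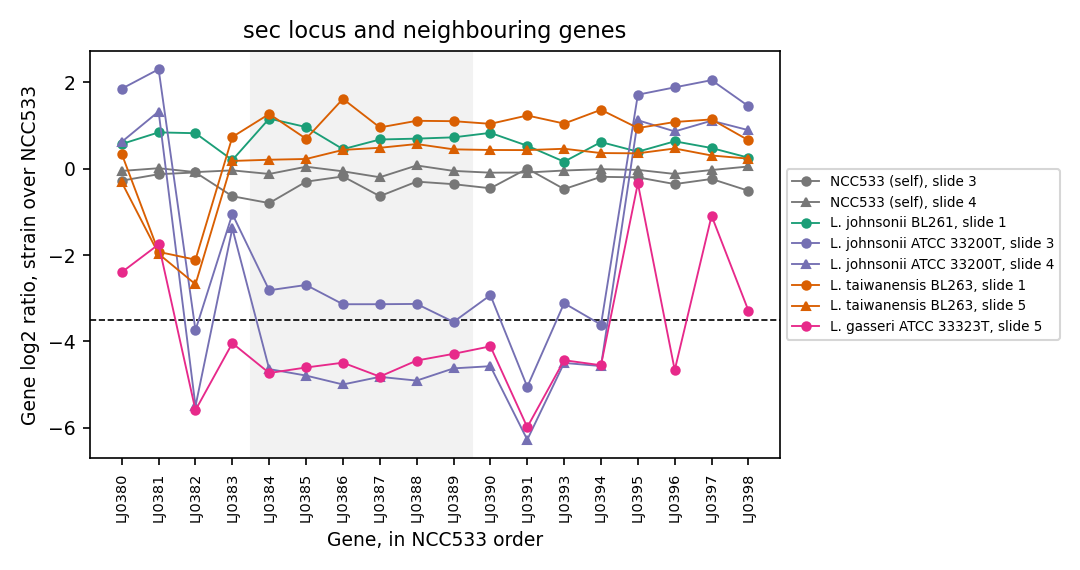
Gene log2 ratios around the *sec* locus on each array, in the order of NCC533, as scanned. The shaded genes are LJ0384 to LJ0389 and the dashed line marks -3.5. BL263 and BL261 stay near the self-hybridization across the locus, with medians of 0.75 and 0.71, while ATCC 33323 T and ATCC 33200 T on slide 004 lie under -3.5 and ATCC 33200 T on slide 003 lies mostly above it.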

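The genes LJ1292 to LJ1298 all exceeded the signal of NCC533 in *L. taiwanensis* BL263. They encode a transposase (LJ1292), hypothetical proteins (LJ1293 to LJ1295), the ATP-binding protein of an ABC transporter (LJ1296), a regulator of the Xre family (LJ1297) and a further transposase (LJ1298). LJ1294 had the highest log2 ratio, 1.64 ± 0.80 (SD, n = 2 arrays), followed by LJ1293 with 1.48 ± 0.79, LJ1295 with 1.44 ± 0.46, LJ1297 with 1.39 ± 0.33 and LJ1298 with 1.34 ± 0.40. LJ1292 had 1.15 ± 0.46 and LJ1296 the lowest, 1.10 ± 0.36. The median of the 7 genes was 1.63 on slide 001 and 1.06 on slide 005, above 99.8% of the genes of BL263. Even the lowest of the 7 ranked 48 of 1810 on slide 001 and 18 on slide 005. With anchored values the median over the arrays was 0.20 and the lowest gene had -0.087.

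**Figure D3:**
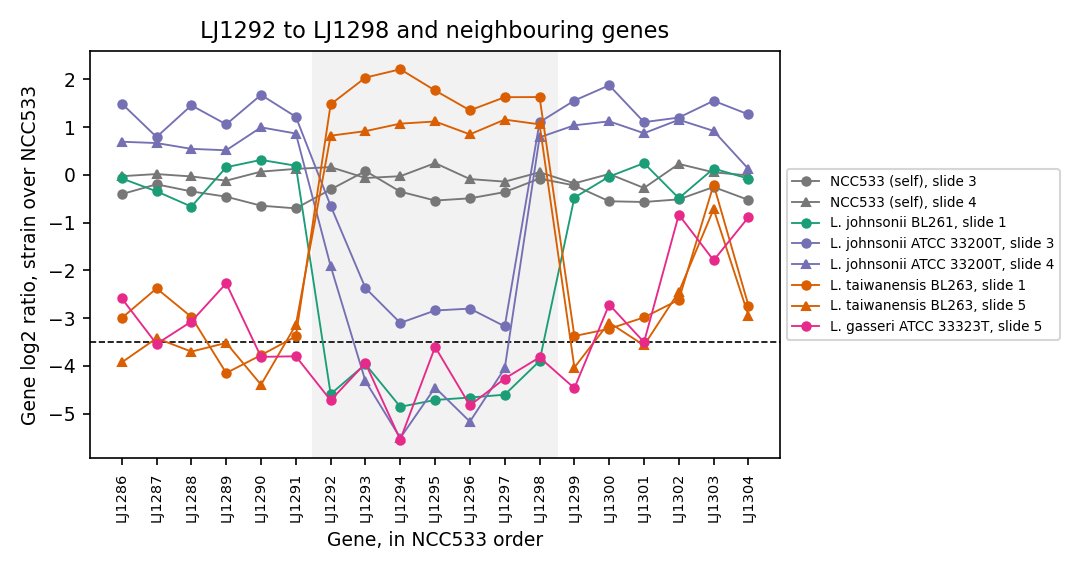
Gene log2 ratios of LJ1292 to LJ1298 (shaded) and the neighbouring genes on each array, in the order of NCC533, as scanned. The dashed line marks -3.5. Both BL263 arrays step up at LJ1292 and down after LJ1298, where the 7 genes have a median of 1.39.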

Notably, the most similar genes, thus showing the highest log_2 _ratios (≥ -0.34) for a complete cluster, between *L. johnsonii *and *L. taiwanensis *form a clear-cut cluster containing an ABC transporter and hypothetical proteins, which is flanked by transposases (LJ1292-LJ1298). This cluster is absent in all other strains of *L. johnsonii *and *L. gasseri *analyzed to date. 

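All 7 genes LJ1292 to LJ1298 were higher in BL263 than in ATCC 33323 T, by 5.04 to 7.19 log2 units. This is not independent evidence, since the paper chose the cluster on these arrays and ATCC 33323 T has 1 array. In ATCC 33323 T they lay between -5.54 and -3.60, and in BL261 between -4.86 and -3.90. In ATCC 33200 T LJ1294 had -4.30 ± 1.70 (SD, n = 2 arrays), LJ1296 had -3.98 ± 1.67 and LJ1297 had -3.61 ± 0.62. LJ1293 had -3.35 ± 1.38 there, just above -3.5, and -5.41 with anchored values. The transposase genes at the ends behaved otherwise in ATCC 33200 T: LJ1292 had -1.28 ± 0.89, and LJ1298 had 0.94 ± 0.22. LJ1298 thus lay above the self-hybridization, where the highest of the 7 genes had 0.0064, but was not called higher (adjusted p = 0.064, limma). With anchored values LJ1298 had -1.12 and was lower (adjusted p = 0.042, limma).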

Taken together, these observations strongly argue for an horizontal gene transfer. 

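Directly beside LJ1292 to LJ1298 the ratios of BL263 were lower, though most lay above -3.5. The 6 genes before the cluster, LJ1286 to LJ1291, had a median log2 ratio of -3.40 in BL263 and lay between -4.08 and -2.90. The 6 genes after it, LJ1299 to LJ1304, lay between -3.70 and -0.46. Of these, 4 of 6 before and 5 of 6 after were conserved as scanned, and 0 and 1 with anchored values. *L. johnsonii* BL261 and ATCC 33200 T kept all 6 genes on either side, with medians of 0.042 and 1.02 before the cluster and of -0.059 and 1.20 after it. These neighbours were chosen as a comparison after the values of the cluster had been seen.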

Considering the marked conservation of this cluster compared to the rest of the *L. taiwanensis *genome, the hypothesis of its loss in the rest of the analysed strains is very unlikely.

In order to compare the genome conservation of *L. taiwanensis *BL263, *L. gasseri *ATCC 33323^T ^and *L. johnsonii *ATCC 33200^T ^versus *L. johnsonii *NCC533, their CGH results were combined in Fig. 6. Interestingly, variable or absent genes in *L. taiwanensis *and *L. gasseri *were not always shared by the two species. These "species-related" variable genes counted for almost one quarter of the *L. johnsonii *NCC533 genome. 

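Of 1810 genes, 381 (21.0%) were divergent in only one of BL263 and ATCC 33323 T. The longest stretches that only BL263 kept were LJ0382 to LJ0394 around the *sec* locus (12 genes, median log2 ratio 0.74 in BL263 and -4.52 in ATCC 33323 T) and LJ1291 to LJ1298. Runs of 5 genes each were LJ0718 to LJ0722, LJ1119 to LJ1123 and LJ1162 to LJ1166, with medians in ATCC 33323 T of -4.37, -4.25 and -4.33. Those that only ATCC 33323 T kept were shorter: LJ0739 to LJ0742, part of a PTS cluster (4 genes, -3.95 in BL263 and -2.42 in ATCC 33323 T), and LJ0119 to LJ0121 (3 genes, -4.06 and 0.31). With anchored values BL263 alone kept LJ0383 to LJ0394 (11 genes), LJ0765 to LJ0771 and LJ1161 to LJ1168 (8 genes each), while the longest run of ATCC 33323 T was LJ1001 to LJ1004 (4 genes) and it kept 2 of 6 genes of LJ0739 to LJ0744 in place of 5. The share was 25.0% with anchored values, and without the BL263 array of slide 005 it was 23.4%.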

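Of the 381 genes divergent in only one of BL263 and ATCC 33323 T, 20 (5.25%) lay in the prophages Lj965 and Lj928, whose extent Fig. 5B prints. These prophages hold 96 genes on the array, so 20.8% of them were divergent in only one strain, against 21.0% of all genes. With the Potentially Autonomous Unit LJ1745 to LJ1749 added as a further mobile element, 21 genes (5.51%) lay in these elements, 20.6% of their 102 genes. Lj965 kept 3 of 45 genes in BL263 and 5 in ATCC 33323 T, and Lj928 kept 10 of 51 and 4. With anchored values 9 of 453 such genes lay in the prophages, which is 9.38% of the prophage genes, and 11 with the unit added; Lj965 then kept 0 genes in BL263 and 2 in ATCC 33323 T, and Lj928 kept 6 and 1. Transposases elsewhere in the genome were not counted, since products were at hand only for genes that the paper names; of those, LJ0275, LJ1292 and LJ1298 were conserved in BL263 and divergent in ATCC 33323 T.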

Since they were in minority related to mobile elements, this observation strongly supports three evolutionary branches. The number of genes conserved in *L. taiwanensis *and absent/divergent in *L. gasseri *was 257, whereas those conserved in *L. gasseri *and absent/divergent in *L. taiwanensis *were only 186. These results clearly showed that *L. taiwanensis *is closer to *L. johnsonii *than *L. gasseri *is to *L. johnsonii*. 

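BL263 kept 256 genes that were divergent in ATCC 33323 T, and ATCC 33323 T kept 125 that were divergent in BL263. The former include the transposase gene LJ0275, with 0.56 ± 0.91 (SD, n = 2 arrays) in BL263 and -6.63 in ATCC 33323 T, the Xre regulator LJ0027 with 1.19 ± 0.56 and -5.43, and LJ0038 with 1.36 ± 0.70 and -4.83. The latter include LJ1789, with -4.53 ± 0.51 in BL263 and 0.24 in ATCC 33323 T, and LJ0119 with -4.45 ± 0.51 and 0.29. On slide 005, which held both strains, the counts were 225 and 149. Anchored, they were 236 and 217 over all arrays and 253 and 168 within the slide, and with the 95th percentile of each array set to 0 the order turned, to 208 and 230. The reverse count was 90 without the BL263 array of slide 005.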

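When the difference between the strains was tested for each gene, 313 genes were higher in BL263 than in ATCC 33323 T and 108 were lower (adjusted p under 0.05, limma, standard error 0.62 for every gene). Among the higher genes, limma gave LJ0765 a log2 difference of 6.06, the peptidyl-prolyl isomerase gene LJ1841 one of 5.92 and LJ0602 one of 5.83. Each of these genes lay above ATCC 33323 T on both BL263 arrays. Among the lower genes, the limma differences were -4.53 for LJ1441, -3.78 for LJ0706 and -3.39 for LJ0467. Those of LJ1488, LJ1747 and LJ1075 lay between -3.28 and -2.93, and each of these genes was lower on both arrays. Anchoring gave 329 higher and 276 lower genes, and the 95th percentile of each array set to 0 gave 336 and 319. The lower count was 12 with normexp background correction, 66 without the BL263 array of slide 005, which leaves slide 001 alone as the mean of BL263, and 172 without either array of ATCC 33200 T, since all arrays share the estimate of the spread. ATCC 33323 T has a single array, so a deviation of that array cannot be separated from the strain. The spread behind these calls comes from the other strains and is the same for all genes. Differences in level shared by all genes of an array enter it, so the errors of the genes are not independent. For this reason no p-value is printed here for single genes. Nor is the order of the counts firm. With the array median set to 0 more genes were lower than higher, and with the upper mode set to 0 none was called at the adjusted threshold.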

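In *L. johnsonii* ATCC 33200 T, 228 genes were divergent, and 159 of them (69.7%) were divergent in both BL263 and ATCC 33323 T, where 51.4 would be if the calls were independent. Only 13 were conserved in both other species. LJ0302 to LJ0309 in prophage Lj965 is a run of 8 genes divergent in ATCC 33200 T, of which BL263 kept 0 and ATCC 33323 T kept 1, with medians of -4.21 in ATCC 33200 T, -4.34 in BL263 and -4.74 in ATCC 33323 T. LJ1443 to LJ1450 in prophage Lj928 (8 genes) had -3.99, -4.13 and -4.39, and LJ1262 to LJ1268 (7 genes) -4.10, -4.21 and -4.65. The *sec* locus went otherwise: divergent in ATCC 33200 T and in ATCC 33323 T, it was conserved in BL263. Anchored, 250 of 326 genes (76.7%) were divergent in all 3 strains, and the share was 57.9% without the BL263 array of slide 005.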

The colour code of the Fig. 6 shows that most of the *L. johnsonii *ATCC 33200^T ^absent/variable genes are also absent in the two other tested species. However, 63 genes absent in the *L. johnsonii *type strain are present in *L. taiwanensis *(Additional file 1). In contrast, a similar analysis performed with the CGH results of *L. johnsonii *BL261 instead of *L. johnsonii *ATCC 33200^T ^retrieves only 34 genes absent in *L. johnsonii *BL261 and present in *L. taiwanensis *(Additional file 1). This difference may reflect the adaptation to different ecological niches, since *L. johnsonii *type strain have been isolated from human blood, whereas *L. johnsonii *strains NCC533 and BL261 and *L. taiwanensis *strain BL263 were isolated from intestinal content. 

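At -3.5, 60 genes were conserved in BL263 and divergent in ATCC 33200 T. Of the 63 genes in the list of Additional file 1, BL263 conserved 63, with a median log2 ratio of 0.54, and ATCC 33200 T had a median of -3.65 over them and was under -3.5 for 43. All 63 were lower in ATCC 33200 T than in the self-hybridization (adjusted p under 0.05, limma), which is not independent evidence, since the list was chosen on these arrays. LJ0600, an ATP-binding transport protein, had 1.18 ± 0.57 (SD, n = 2 arrays) in BL263 and -3.46 ± 1.02 in ATCC 33200 T. LJ0719, aminopeptidase C, had -1.65 ± 0.43 and -3.39 ± 0.93. LJ1711, a hypothetical protein, had -1.74 ± 0.36 and -4.92 ± 1.63. The count rests on the level of the ATCC 33200 T arrays: it was 100 without the array of slide 003, 13 without that of slide 004, and 69 with anchored values, of which 62 are in the list.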

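Against BL261 the count was 83 genes. Of the 34 genes listed, 31 were conserved in BL263, with a median log2 ratio over the list of 0.64, and 33 were under -3.5 in BL261, with a median of -4.59. All 34 were lower in BL261 than in the self-hybridization (adjusted p under 0.05, limma; the list was chosen on these arrays). LJ0440, a chloride channel, had -0.80 ± 0.45 (SD, n = 2 arrays) in BL263 and -4.60 in BL261, LJ0524, a multidrug resistance protein, -0.52 ± 0.59 and -5.32, and LJ0861, aldose 1-epimerase, 0.76 ± 0.37 and -4.38. LJ1433, a phage protein, had 0.75 ± 0.49 and -4.77. LJ1124 and LJ1125, the acetolactate synthase and decarboxylase, were low in both strains, with -4.22 ± 0.58 and -3.82 ± 0.37 in BL263 and -5.04 and -4.21 in BL261. With anchored values 38 genes were counted, and 135 without the BL263 array of slide 005.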

Several genes conserved in *L. taiwanensis *BL263 and *L. johnsonii *BL261, but not in *L. johnsonii *ATCC 33200^T^, would help to survival in such highly populated and competitive microbial environment. 

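Genes conserved in BL263 and BL261 but not in ATCC 33200 T included LJ0390 to LJ0394 beside the *sec* locus. LJ0390, the surface protein Pls, had a log2 ratio of 0.74 ± 0.43 (SD, n = 2 arrays) in BL263, 0.83 in BL261 and -3.75 ± 1.16 in ATCC 33200 T. LJ0393, a glycosyltransferase, had 0.75 ± 0.41, 0.16 and -3.81 ± 0.98, and LJ0394, a nucleotide sugar synthetase, 0.86 ± 0.71, 0.62 and -4.09 ± 0.68. LJ1161, a proline-rich protein, had 0.51 ± 0.75, 0.51 and -3.66 ± 1.26. LJ0718, a dipeptidase, had -0.11 ± 0.34, 0.15 and -3.61 ± 1.43. All 5 were lower in ATCC 33200 T than in the self-hybridization (adjusted p under 0.05, limma, with the same spread for all genes). This is not independent evidence, since they come from the list chosen on these arrays.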

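In the lactacin F operon, LJ0769, annotated as bacteriocin, had a log2 ratio of 0.77 ± 0.58 (SD, n = 2 arrays) in BL263, 0.64 in BL261 and -3.06 ± 0.28 in ATCC 33200 T. The processing peptidases LJ0767 and LJ0774 had -1.18 ± 0.36 and -1.17 ± 0.13 in BL263, 0.64 and -2.78 in BL261, and -3.37 ± 1.39 and -3.58 ± 0.87 in ATCC 33200 T. With anchored values LJ0774 fell under -3.5 in BL261 as well (-3.85). Trehalose genes divided like LJ0769: the trehalose-6-phosphate hydrolase gene LJ0758 had -0.15 ± 0.42 in BL263, 0.33 in BL261 and -3.57 ± 1.68 in ATCC 33200 T, and the repressor gene LJ0759 had 0.37 ± 0.64, 0.70 and -4.58 ± 1.57. Each of these 5 genes was lower in ATCC 33200 T than in the self-hybridization (adjusted p under 0.05, limma), but they were listed for this on the same arrays. The spread in this test was the same for all genes and does not reflect the SD of each gene between its 2 arrays. LJ0769 and LJ0767 lay above -3.5 in ATCC 33200 T as scanned and under it with anchored values (-5.12 and -5.44).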

Among those genes are the bacteriocin lactacin F gene cluster, which is flanked by components of the *L. johnsonii *NCC533 mobilome, and genes encoding proteins hypothetically involved in transport and metabolism of carbohydrates (cellobiose-specific PTS, trehalose-specific PTS system).

**Figure 6:**
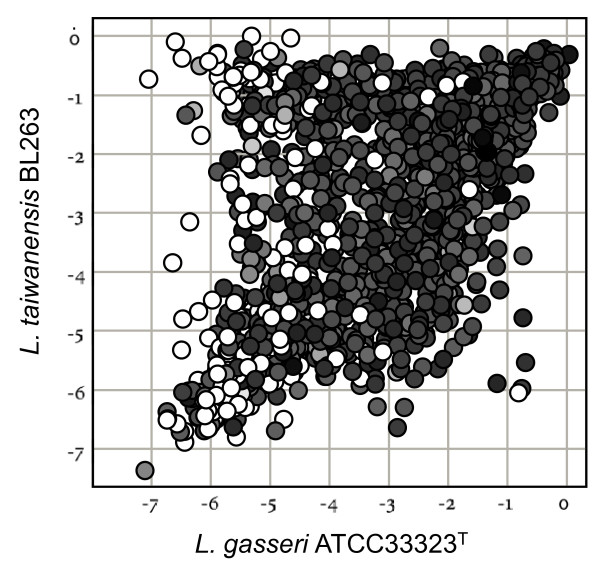
**Genome conservation on *L. johnsonii *NCC533 microarrays**. Scatter plot diagram of hybridization profiles for *L. taiwanensis *BL263 (y axis) versus *L. gasseri *ATCC 33323^T ^(x axis). The axis values represent the hybridization signal ratios expressed in a log_2 _scale. For each gene, data points were colour-coded according to the hybridization profile of a third strain, *L johnsonii *ATCC 33200^T^. Gene conservation colour was obtained from the signal ratio for each gene in log_2 _scale. It ranged from black (presence in ATCC 32200^T ^of a homologous gene with respect to the reference strain NCC533) to white (absence of a gene). For instance, a white circle in the top left corner of the plot represents a gene present in BL263 and absent in both ATCC 33323^T ^and ATCC 32200^T^.

## Discussion

A previous study designed to analyze the prebiotic effect of sorbitol in a rat model, resulted in the isolation of five *Lactobacillus *strains from the intestinal content that could not be assigned conclusively to known species [29]. Here, we have shown that the five isolates share almost identical 16S rRNA gene sequences, they form a tight cluster in the *recA*, *pheS*, *pyrG *and *tuf *phylogenetic reconstructions and DNA-DNA hybridization experiments revealed close relatedness between them at the genomic level (> 72%). They were therefore regarded to belong to the same species. During the preparation of this manuscript a new *L. taiwanensis *species isolated from silage was described [39]. 16S rRNA encoding gene and multilocus sequence analyses showed that our strains isolated from rat intestine belong to *L. taiwanensis *species. This species is placed within the *L. acidophilus *group, but they constituted a different cluster from their closest relatives, *L. johnsonii *and *L. gasseri*. The five *L. taiwanensis *strains have been isolated from the same environment and showed very high homology in the phylogenetic analyses; however, the carbohydrate utilization and growth profiles clearly distinguish *L. taiwanensis *BL301 from the groups made by *L. taiwanensis *strains BL304 and BL302 and by *L. taiwanensis *strains BL303 and BL263 (Table 3 and Fig. 1A). These two couples of strains can be distinguished by their protein profiles (Fig. 1B) and by DNA-DNA hybridization experiments (Table 4). Taken together, these results indicate that the five *L. taiwanensis *isolates constitute distinct strains.

The microarray-based CGH has been used to characterize bacterial intra-species genetic diversity at the whole-genome level [41-46]. It has also been used for genome comparisons between species of the same genus or closely related genus that differ in environmental origin or virulence potential [47-49]. CGH analyses by microarrays have also been used to discriminate between the species of the *L. acidophilus *complex [26]. Here, microarray-based CGH technology has been applied to characterize a novel species by determining the gene by gene boundaries with its nearest phylogenetic neighbour. The rapid accumulation in the last years of complete genome bacterial sequences (at present there are 721 complete or in progress deposited genomes in the phylum *Firmicutes*, 57 of them of the genus *Lactobacillus*, at the National Center for Biotechnology Information), and the general trend towards an increase in genome sequencing projects will offer the opportunity of applying the DNA microarray-based CGH as an alternative to the classical whole genome DNA macroarray hybridizations for bacterial species determination. At a more affordable price than full genome sequencing, the CGH analysis renders many more information parameters than whole DNA re-association. Although the CGH microarrays presented the limitation of be unable to detect novel genes, it offers the re-association ratio for each ORF, the plot of the signal to ratio frequency, and the mapping of the conserved genes on the reference genome, thus providing a different ground for intra and inter-species comparisons. This work has shown that the inter-species profile comparison of the novel species *L. taiwanensis *clearly demonstrated its separate status respect to *L. johnsonii*.

The values obtained when comparing the relatedness of *L. taiwanensis *BL263 and *L. johnsonii *NCC533 using DNA-DNA hybridization with macro or microarrays may look dissimilar: whole DNA re-association values were 25% for the macroarray method, but in microarray CGH analysis 51% of the *L. johnsonii *NCC533 genes were conserved in *L. taiwanensis*. In this latter experiment, the hybridization ratios distribution of the conserved genes in *L. taiwanensis *is centred on -1 (Fig. 5A), which corresponds to a 50% reduced signal intensity. Therefore, 51% of conserved genes showing about 50% of signal intensity approximates 25% of global intensity, as observed by DNA-DNA hybridization.

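The conserved genes of BL263 had a median log2 ratio of -0.59 when the 2 arrays were averaged, and of -0.73 on slide 001 and -0.64 on slide 005. In ATCC 33323 T the median of the conserved genes was -1.24, in BL261 0.36. Single conserved genes of BL263 lay on either side of this median: LJ0600 had 1.18 ± 0.57 (SD, n = 2 arrays), whereas LJ1050, glucose-1-phosphate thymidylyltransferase, had -1.45 ± 0.026, LJ1152, a hypothetical protein, -1.28 ± 0.086, and LJ1703, a cobalt transport protein, -1.27 ± 0.065. The median of the conserved genes moved both ways with the processing. It was lower with anchored values (-1.17), with the 95th percentile of each array set to 0 (-0.95), with the mean of each gene's probes (-1.30) and at a threshold of -4 (-1.24), and higher in the authors' table (-0.32), with the signal median of each spot (-0.43), at a threshold of -3 (-0.21) and with the array median set to 0 (-0.044).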

A number of features on *L. johnsonii *NCC533 genome [13] that are conserved on *L. taiwanensis *BL263 may contribute to the adaptation of this bacterium to its ecological niche. 

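BL263 and BL261 fell on the same side of -3.5 for 77.9% of 1810 genes, and BL263 and ATCC 33200 T for 76.5%. By single arrays the order varied. BL263 of slide 001 went with BL261 for 78.4% and with ATCC 33200 T of slides 003 and 004 for 79.1% and 77.4%. For BL263 of slide 005 these shares were 76.3%, 70.1% and 74.2%. The trehalose, lactacin F and *sec* genes set ATCC 33200 T apart. In the cluster LJ0739 to LJ0744 (PTS) BL263 went with BL261 too: the cluster kept 6 of 6 genes in ATCC 33200 T, 0 in BL261 and 0 in BL263. In prophage Lj928 only the counts were alike: ATCC 33200 T kept 30 of 51 genes, BL261 9 and BL263 10 (26, 7 and 6 with anchored values). The genes kept there differed: of the 27 genes LJ1418 to LJ1442, BL261 kept 0, BL263 9 and ATCC 33200 T 23 (anchored, 0, 5 and 21). In LJ0635 to LJ0641 and in prophage Lj965 the counts of BL263 were nearer to those of ATCC 33200 T: BL261 kept 7 of 7 and 19 of 45 genes, ATCC 33200 T 2 and 9 and BL263 1 and 3 (anchored, 7 and 19, 1 and 2, and 1 and 0). As scanned, BL263 conserved more genes that were divergent in BL261 (83) than in ATCC 33200 T (60). The latter was 100 without the ATCC 33200 T array of slide 003 and 13 without that of slide 004, and the former was 135 without the BL263 array of slide 005 (90 for ATCC 33200 T). The signal median of each spot gave 70 and 68. Other settings turned this around: a threshold of -3 gave 49 and 66, and the array median set to 0 gave 303 and 320. Anchoring gave 38 and 69, with 65.1% and 62.1% of the genes on the same side. Across genes, which are not independent replicates, r with BL261 was 0.381 and 0.427 on the 2 BL263 arrays, and with ATCC 33200 T between 0.301 and 0.366. The BL263 array of slide 001 shared its slide with BL261.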

Interestingly, our combined CGH results with two *L. johnsonii *strains showed that *L. taiwanensis *BL263 is closer to the gut isolate *L. johnsonii *BL261 than to the blood isolate *L. johnsonii *ATCC 33200^T^. The *L. johnsonii *NCC533 genome encodes 16 putative phosphoenolpyruvate: sugar phosphotransferase systems (PTSs) and several of them, including the ones annotated for fructose, glucose and cellobiose transport, are specifically induced in the gastrointestinal tract (GIT) [14]. CGH results showed that four PTSs, hypothetically involved in transport and metabolism of fructose, cellobiose, trehalose and sucrose are conserved in *L. taiwanensis *BL263. These predictions are supported by the API 50CH results showed for *L. taiwanensis *BL263 (Table 3). 

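Of the PTSs of NCC533, those for cellobiose, trehalose and beta-glucosides have LJ numbers in Additional file 1. LJ0184, the cellobiose-specific component IIC, had a log2 ratio of -0.71 ± 0.25 (SD, n = 2 arrays) in BL263, 0.49 in BL261 and -3.52 in ATCC 33323 T. LJ0760, the trehalose-specific components IIBC, had 0.27 ± 0.20, 0.47 and -1.28, and LJ0624, the beta-glucoside-specific PTS, 0.19 ± 0.18, -3.91 and -2.44. None of the 3 was lower in BL263 than in the self-hybridization (adjusted p of 0.38 to 0.48, limma). Anchored, LJ0184 was lower, at -1.90 (adjusted p = 0.00097, limma), and the others were not, at -0.91 and -0.99 (adjusted p = 0.16 and 0.18, limma). The fructose and sucrose PTSs carry no LJ number in the paper and were not analysed here.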

A putative maltose/maltodextrin utilization gene cluster, which includes a gene coding for a putative neopullulanase/maltogenic α-amylase, is conserved in *L. taiwanensis *BL263, suggesting that this strain may use starch-degraded products. Other enzymes that may contribute to the survival/persistence of *L. taiwanensis *BL263 in the GIT are bile salt hydrolases (BSH). These enzymes have been almost exclusively found in bacterial species associated with the GIT and its role has been largely discussed [see review [50]. *L. taiwanensis *BL263 exhibited taurocholic and taurodeoxycholic acid deconjugation activity (L. A. Sarmiento-Rubiano and M. J. Yebra, unpublished results). This is in agreement with the CGH analysis showing that a putative operon encoding a BSH and two bile salt transporters (LJ0056 to LJ0058) on *L. johnsonii *NCC533 genome is conserved in *L. taiwanensis *BL263, although this strain has only one of the two transporter encoding genes. Homologues of these genes in *L. johnsonii *100-100 were shown to be gene duplicates and to have a function in taurocholic acid uptake [51,52]. 

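Within LJ0056 to LJ0058, LJ0058 kept its signal in BL263, with a log2 ratio of 0.73 ± 0.85 (SD, n = 2 arrays). It was 2.76 log2 units higher than on the single array of ATCC 33323 T, in the same direction on both arrays. LJ0056 had -2.88 ± 1.16, with -3.70 on slide 001 and -2.07 on slide 005, and LJ0057 had -3.15 ± 0.11. Both were lower in BL263 than in the self-hybridization (adjusted p under 0.05, limma, with the same spread for all genes) yet above -3.5. In ATCC 33323 T the 3 genes had -2.18, -2.40 and -2.03. With anchored values LJ0056 and LJ0057 lay under -3.5 in BL263, at -4.07 and -4.34. Which of the 3 genes encodes the hydrolase is not named in the text.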

The ability of *L. johnsonii *NCC533 to interact with mucins and epithelial cells has been shown to likely rely on cell-surface associated elongation factor Tu and heat shock protein GroEL [53,54]. As expected for these classes of proteins, their encoding genes (LJ1009 and LJ0461) are also conserved on *L. taiwanensis *BL263, offering a putative role of the encoded proteins in the interaction of this strain with the host. This interaction may also be influenced by the presence of another conserved gene encoding a putative adhesin (LJ0391) that showed similarities with Fap1 fimbrial protein from *Streptococcus parasanguinis *[55].

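LJ1009, which encodes elongation factor Tu, had a log2 ratio of 0.58 ± 0.45 (SD, n = 2 arrays) in BL263 and 0.56 in ATCC 33323 T. LJ0461, which encodes GroEL, had 0.66 ± 0.59 in BL263 and 0.33 in ATCC 33323 T. Neither differed from the self-hybridization in BL263 at the threshold (adjusted p = 0.12 and 0.11, limma). In BL261 the ratios were 0.94 and 0.27, and in ATCC 33200 T 1.68 ± 0.56 and 1.50 ± 0.74. The fold over NCC533 follows the level of each array: with anchored values all of these ratios lay between -0.80 and -0.14.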

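LJ0391, the putative fimbrial adhesin, had a log2 ratio of 0.83 ± 0.57 (SD, n = 2 arrays) in BL263 and 0.53 in BL261. It was among the lowest genes in ATCC 33200 T, at -5.66 ± 0.87, and in ATCC 33323 T, at -5.99. The difference between BL263 and ATCC 33323 T was 6.82 log2 units, in the same direction on both BL263 arrays. ATCC 33323 T has 1 array, and the paper chose the gene on these arrays, so no test is given. It lies next to the surface protein gene LJ0390, which went the same way.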

Previous studies using DNA microarray-based CGH and *in silico *comparative genomic analysis showed a wide sequence similarity and an accurate genome synteny between *L. johnsonii *and *L. gasseri *species [13,26]. In spite of this tight relationship, the novel *Lactobacillus *species described here is placed in a third branching of similar closeness, which raised once more the question about the limits of species delineation. Additionally, the CGH analysis showed that the new species is genetically slightly closer to *L. johnsonii *than *L. gasseri *is. This result is also supported by our DNA-DNA hybridization data and our phylogenetic analysis of *recA*, *pheS*, *pyrG *and *tuf *sequences in these three species.

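On the 1 slide that held both species, slide 005, the median gene log2 ratio was -2.15 in BL263 and -2.69 in ATCC 33323 T, and the distance from the 1st to the 99th percentile was 6.16 and 6.11 log2 units. With both arrays of BL263 averaged, the lactacin F genes had a median of -1.17 in BL263 and -4.17 in ATCC 33323 T. Among the test strains the lactose utilization cluster was low in ATCC 33323 T alone, which cannot separate missing genes from divergent sequences. Its median was -4.23 there and 0.91 in BL263, with 1 and 5 of 5 genes conserved (0 and 5 with anchored values). In the opposite direction, LJ1745 to LJ1749, the Potentially Autonomous Unit, had medians of -3.11 in BL263 and -1.53 in ATCC 33323 T, with 3 and 4 of 6 genes conserved (2 and 4 with anchored values).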

## Conclusion

Since the genome is the final target of all the molecular taxonomic indicators of species determination, the DNA microarray-based CGH analysis is the most powerful technology for strain typing and species assignment, just behind the costly genome sequencing. In this work we have characterized with conventional taxonomic analyses a novel *Lactobacillus *species within the *L. acidophilus *group, and with microarray-based CGH analysis we confirmed the status of *L. taiwanensis *BL263 as species showing gene by gene differences and similarities with its closest relative *L. johnsonii *strain NCC533.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

LASR has isolated the five strains of the *L. taiwanensis *species and performed all the experiments related to conventional taxonomic analyses. BB designed and analyzed the microarray-based CGH experiments. DM performed the microarray-based CGH experiments. MZ designed and performed the phylogenetic analyses. GPM and MJY designed the study and supervised it. MJY drafted the manuscript. LSAR, BB, MZ and GPM helped improving the draft. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Genes on *L. johnsonii *NCC533 that are conserved on *L. taiwanensis *BL263 but not in *L. johnsonii *ATCC 33200^T ^or *L. johnsonii *BL261**. This table contains 63 and 34 genes on *L. johnsonii *NCC533 that are conserved on *L. taiwanensis *BL263 and absence on *L. johnsonii *type strain or *L. johnsonii *BL261, respectively. 

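The lists share 17 genes and hold 80 different genes together. A gene enters a list when its log2 ratio against NCC533, the median of its probes, is at or above the threshold in BL263 and under it in the *L. johnsonii* strain, so a listed gene is a gene of NCC533 and genes of BL263 that NCC533 lacks cannot appear. Listed in both are LJ0600 and LJ0601, LJ1237, LJ1293 to LJ1297 and LJ1730, the ATP-binding protein of an ABC transporter, which had 0.63 ± 0.43 (SD, n = 2 arrays) in BL263, -4.31 ± 1.51 in ATCC 33200 T and -5.26 in BL261. LJ1237 had 0.19 ± 0.28, -4.15 ± 1.56 and -4.44. LJ1458, a phage protein, had 0.27 ± 0.60, -3.91 ± 1.35 and -4.81.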

Click here for file

# Supplementary material for: Characterization of a novel Lactobacillus species closely related to Lactobacillus johnsonii using a combination of molecular and comparative genomics methods
**Source:** BMC Genomics. 2010 Sep 17;11:504. doi: 10.1186/1471-2164-11-504
**Supplement:** Additional file 1 — Genes on L. johnsonii NCC533 that are conserved on L. taiwanensis BL263 but not in L. johnsonii ATCC 33200T or L. johnsonii BL261. This table contains 63 and 34 genes on L. johnsonii NCC533 that are conserved on L. taiwanensis BL263 and absence on L. johnsonii type strain or L. johnsonii BL261, respectively.

**Additional file 1**. Genes on *L. johnsonii* NCC533 that are conserved on *L. taiwanensis* BL263 but not in *L. johnsonii* ATCC 33200T or *L. johnsonii* BL261.

| LJ1294 | Hypothetical protein | |
| --- | --- | --- |
| LJ1295 | Hypothetical protein | |
| LJ1296 | ABC transporter ATP-binding protein | |
| LJ1297 | Transcriptional regulator, Xre family | |
| LJ1458 | Mobile element. Phage protein | |
| LJ1707 | Glycosyl transferase, family 8 / Hypothetical protein | |
| LJ1708 | Glycosyl transferase, family 8 / Hypothetical protein | |
| LJ1709 | Hypothetical protein | |
| LJ1710 | Hypothetical protein | |
| LJ1711 | Hypothetical protein | |
| LJ1730 | ABC transporter ATP-binding protein | |
| LJ1802 | Hypothetical protein | |
| LJ1841 | Peptidyl-prolyl cis-trans isomerase (EC 5.2.1.8) | |
|  |  | |
| **Genes conserved on *L. taiwanensis* BL263but not in *L. johnsonii* BL261** | |  |
| LJ0420 | Transcriptional regulator, Xre family | |
| LJ0421 | Hypothetical protein | |
| LJ0440 | Chloride channel protein | |
| LJ0523 | Multidrug resistance protein B | |
| LJ0524 | Multidrug resistance protein B | |
| LJ0600 | ATP-binding transport protein natA | |
| LJ0601 | Hypothetical protein | |
| LJ0602 | Hypothetical protein | |
| LJ0624 | PTS system, beta-glucoside-specific IIABC component (EC 2.7.1.69) | |
| LJ0712 | Phosphoglycerate mutase (EC 5.4.2.1) | |
| LJ0860 | Galactose-1-phosphate uridylyltransferase (EC 2.7.7.10) | |
| LJ0861 | Aldose 1-epimerase (EC 5.1.3.3) | |
| LJ1124 | Acetolactate synthase, catabolic (EC 4.1.3.18) | |
| LJ1125 | Alpha-acetolactate decarboxylase (EC 4.1.1.5) | |
| LJ1126 | Hypothetical protein | |
| LJ1235 | Diadenosine 5',5'''-P1,P4-tetraphosphate (Ap4A) asymmetrical hydrolase, other putative hydrolases of the HIT family and galactose-1-phosphate uridylyltransferase | |
| LJ1237 | Hypothetical protein | |
| LJ1292 | Transposase of mobile element | |
| LJ1293 | Hypothetical protein | |
| LJ1294 | Hypothetical protein | |
| LJ1295 | Hypothetical protein | |
| LJ1296 | ABC transporter ATP-binding protein | |
| LJ1297 | Transcriptional regulator, Xre family | |
| LJ1298 | Transposase of mobile element | |
| LJ1425 | Mobile element. Phage protein | |
| LJ1425c | Mobile element. Phage protein | |
| LJ1432 | Mobile element. Phage protein | |
| LJ1433 | Mobile element. Phage protein | |
| LJ1458 | Mobile element. Phage protein | |
| LJ1703 | Cobalt transport protein cbiQ | |
| LJ1709 | Hypothetical protein | |
| LJ1710 | Hypothetical protein | |
| LJ1730 | ABC transporter ATP-binding protein | |
| LJ1841 | Peptidyl-prolyl cis-trans isomerase (EC 5.2.1.8) | |

How the deposited data were processed for this re-analysis (not part of the article)

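Genomic DNA of *L. taiwanensis* BL263, *L. johnsonii* BL261, ATCC 33200 T and NCC533 and *L. gasseri* ATCC 33323 T was hybridized against DNA of *L. johnsonii* NCC533 on 8 arrays (2 on each of 4 slides). BL263, ATCC 33200 T and NCC533 have 2 arrays each, and BL261 and ATCC 33323 T have 1. Each array holds 10807 spots, of which 10102 are probes for 1810 NCC533 genes and 705 are controls. The deposited intensities are the brightness of each spot and of its local background in each dye as read by ImaGene, on a linear scale, without background subtraction or normalization. The header of the images gives ImaGene 5.6.0 for slides 001 and 003 and 8.0.0 for slides 004 and 005. BL263, ATCC 33200 T and NCC533 have 1 array under each version, so this difference is balanced for these strains; for BL261 and ATCC 33323 T it can be separated from the strain only if it acts alike in all strains, which the fit with the version as a block assumes. The authors' own table holds log2 ratios, which were found to equal the log2 of signal minus local background in Cy3 over that in Cy5 on 7 of 8 arrays and the inverse on the self-hybridization of slide 004 (SD of the difference at most 0.00102 over spots above background), with no centring between arrays. It was used as an alternative only.

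The labels give the test strain as Cy5 on 7 of 8 arrays and the methods give it as Cy3. The long tail of low ratios lay below 0 for Cy3 over Cy5 in the other strains, so Cy3 was taken as the likely test dye on all arrays. The log2 ratio of each probe is that of the mean signal without background subtraction. A probe was left out on an array if its NCC533 signal was lower than 2 times the SD of its local background. The ratio of a gene is the median of its probes, and that of a strain the mean of its arrays. Genes at -3.5 or greater are called conserved, which is the paper's threshold. The centring set at the start was on ribosomal protein genes if at least 20 could be named. Of the 1810 genes on the array, 0 were found among the 1878 genes of the reference table, so the ratios were left as scanned. For the same reason the planned tests of gene lists defined by product (camera) were not run. The normalization that the paper takes from its earlier study was not used here, since its steps are not described in the paper.

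Depth is the signal over background. The median Cy3 signal was 9.28 to 282 times the median background over the arrays of the test strains, and the median Cy5 signal 3.03 to 102 times over all arrays. A gene was called below detection in a strain when none of its probes exceeded the local background by 2 SD in Cy3 on any array, and a bound is given for it. Precision is given as the SD between the 2 arrays of a strain. The paper calls these biological replicates, and the labels do not tell whether they come from separate cultures. For single arrays precision is given as the 95% exact binomial interval, which covers counting error only.

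Genes were compared with limma 3.58.1 (R 4.3.3, statmod 1.5.0): a linear model over the 8 arrays with 1 mean per strain and 3 residual degrees of freedom, moderated t statistics and Benjamini-Hochberg adjustment over 1810 genes, called at an adjusted p under 0.05. The contrasts were each strain against the self-hybridizations and BL263 against ATCC 33323 T. The p-values measure the spread between arrays. All other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The steps were tested on simulated data with 200 changed genes in 4 sizes, where the noise was drawn independently for each gene and array. Between BL263 and NCC533, 14%, 90%, 100% and 100% of the genes changed by 1, 2, 4 and 6 log2 units were called with 4 false calls. Between BL263 and ATCC 33323 T the shares were 4%, 60%, 100% and 100%, with 5 false calls. The real arrays also differ in level over all genes, so these numbers do not give the error rate in the real data.

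The comparisons, the tests and the following alternatives were chosen before the data were examined: the array median or the upper mode (highest density from the 25th percentile upwards) set to 0, normexp background correction with offset 50, the authors' table, no probe filter or a filter on background-subtracted signal, spots marked in ImaGene left out, the signal median, the mean of probes, at least 3 probes per gene, thresholds of -3 and -4, a call on both arrays, each replicate array left out, slide as a block (random, or fixed over slides 003 and 004), a trended and robust variance, only the strains compared, a required log2 difference of 1 (treat), a comparison against 0, and the self-hybridization of slide 004 turned. After the values had been seen, 4 anchors were added, because the arrays differ in overall level: the 99th percentile of each array set to 0 (called anchored values), the 95th percentile set to 0, the mean of the genes of elongation factor Tu and GroEL set to 0, and normexp with the 99th percentile. The image software version as a block, and the blocks together with the 99th percentile, were added at the same time. Of the 4 anchors, the 99th percentile is the one printed beside the ratios as scanned; the effect of all is given in the closing section.

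Genes are named by a rule set in advance: those the paper gives by LJ number, the clusters printed in Fig. 5B, the 10 genes with the smallest adjusted p in each direction between BL263 and ATCC 33323 T that went the same way on both arrays, the 5 longest runs of genes per comparison, and the genes of Additional file 1. The paper's lists had been read when the rule was written. The flanks of LJ1292 to LJ1298 and the genes whose probes scatter as little as in the self-hybridization (at most 0.376 log2 units, the 95th percentile of the self-hybridizations) were chosen after values had been seen. The amplicon arrays of the earlier study, sequences and growth tests were not analysed here.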

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

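All comparisons in this part were tests chosen only after the result was seen, and no explanation of these values was tested. No strain has the 4 arrays needed to test whether a single array lies apart from the others.

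Some stretches of the NCC533 genome that the paper does not discuss hybridized with *L. taiwanensis* BL263 as evenly as with NCC533 itself. From LJ0354 to LJ0362, 11 genes in a row had probes that scattered in BL263 no more than in the self-hybridization (an SD of at most 0.376 log2 units, the 95th percentile of the self-hybridizations), with a median log2 ratio of -0.26 in BL263 and -0.071 in *L. gasseri* ATCC 33323 T, where 7 of the 11 genes had such even probes (anchored values). From LJ0401 to LJ0407 there were 7 in a row, with a median of -0.45 in BL263 and -2.61 in ATCC 33323 T, where 0 of the 7 had even probes. In 1000 random orders of the genes the longest such run of BL263 had a 95th percentile of 4 genes. In ATCC 33323 T the longest such run was LJ0338 to LJ0349, with 13 genes, 9 of them also even in BL263.

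The genes LJ0119 to LJ0121 went the other way: their median log2 ratio was -4.06 in BL263, as scanned, and 0.31 in ATCC 33323 T, 0.55 in BL261 and 1.68 in ATCC 33200 T. They drew attention because BL263 is the only one of the 4 strains in which this stretch, which the paper does not mention, is under -3.5.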

How the results depend on the processing

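The anchors (the 99th or the 95th percentile or the *tuf* and *groEL* genes set to 0, and normexp with the 99th percentile), the image software version as a block and slide as a random block with the 99th percentile were tests chosen only after the result was seen. Under the other alternatives 445 values kept their direction and moved within the spread between arrays (counts, within 1.5 times), 146 moved further and 1 changed sign. Under those chosen later the numbers were 76, 77 and 1. Part of the values that stayed could not move: leaving out an array of 1 strain does not touch the share of another, and at least 3 probes per gene dropped no gene. For a share, the limit is the SD between the 2 arrays of the strain, which leaving out 1 of them can hardly exceed. The share of NCC533 genes conserved against NCC533 itself was 100% under all 23 alternatives computed for it. No result moved without the probe filter, with spots marked in ImaGene left out, or with at least 3 probes per gene. The self-hybridization of slide 004 turned was computed for the median, SD and share beyond 1 of the self-hybridizations, and slide as a fixed block over slides 003 and 004 for the genes lower and higher than self in ATCC 33200 T, and none of these moved. Not run were the tests of gene lists and the ribosomal anchor, since products could not be named; the alternative without centring is equal to the values as reported. Except where stated, the cause was not tested. With the array median set to 0, the conserved genes were 100% in BL263 and 99.9% in ATCC 33323 T and the conserved probes were 99.7% in BL263 and 99.6% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 0.0552%, 0% of the genes divergent in ATCC 33200 T were so in BL263 and ATCC 33323 T too and the difference in conserved genes, BL263 minus ATCC 33323 T, was 0.0552 percentage points. Genes numbered 1 conserved in BL263 and divergent in ATCC 33323 T, 0 conserved in ATCC 33323 T and divergent in BL263, 320 conserved in BL263 and divergent in ATCC 33200 T, 303 conserved in BL263 and divergent in BL261 and 432 conserved in BL263 and divergent in either *L. johnsonii* strain; the median log2 ratio was -0.044 of the conserved genes of BL263 and 3.46 of LJ1292 to LJ1298 in BL263; limma counted 627 genes lower than self in ATCC 33323 T, 397 genes lower in BL263 than in ATCC 33323 T, 804 genes higher than self in BL263, 730 genes higher than self in ATCC 33323 T and 3 genes higher than self in ATCC 33200 T. With the upper mode set to 0, the conserved genes were 99.8% in BL263 and 100% in ATCC 33323 T and the conserved probes were 98.8% in BL263 and 100% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 0.166%, 0% of the genes divergent in ATCC 33200 T were so in BL263 and ATCC 33323 T too and the difference in conserved genes, BL263 minus ATCC 33323 T, was -0.166 percentage points. Genes numbered 0 conserved in BL263 and divergent in ATCC 33323 T, 3 conserved in ATCC 33323 T and divergent in BL263, 321 conserved in BL263 and divergent in ATCC 33200 T, 305 conserved in BL263 and divergent in BL261 and 434 conserved in BL263 and divergent in either *L. johnsonii* strain; the median log2 ratio was -0.41 of the conserved genes of BL263 and 3.09 of LJ1292 to LJ1298 in BL263; limma counted 0 genes lower than self in BL263, 0 genes lower than self in ATCC 33323 T, 0 genes lower than self in BL261, 0 genes higher in BL263 than in ATCC 33323 T, 0 genes lower in BL263 than in ATCC 33323 T, 0 genes higher than self in BL263, 0 genes higher than self in ATCC 33200 T and 0 genes higher than self in BL261 (unadjusted, 1, 0 and 0 genes above self in BL263, ATCC 33200 T and BL261, 5, 0 and 290 genes below self in BL263, ATCC 33323 T and BL261, and 4 higher and 95 lower in BL263 than in ATCC 33323 T; no other tool was run at this setting). The construction of this alternative shows why: on the BL263 array of slide 001 and on the ATCC 33323 T array the value taken, -3.45 and -3.96, was the 25th percentile at which the search starts, in the band of divergent genes and not a peak, whereas on the BL263 array of slide 005 it was 0.062, among the conserved genes, so that shares near 100% are saturated there. With the authors' table of log2 values, the conserved probes were 58.7% in ATCC 33323 T; the median log2 ratio was -0.32 of the conserved genes of BL263 and 0.11 of the self-hybridization; limma counted 55 genes lower in BL263 than in ATCC 33323 T, 8 genes higher than self in BL263 and 0 genes higher than self in BL261 (2 unadjusted). With normexp background correction (offset 50), the conserved genes were 99.2% in BL261, 99.3% in ATCC 33200 T, 98.0% in BL263 and 92.9% in ATCC 33323 T and the conserved probes were 92.0% in BL263 and 86.7% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 6.08%, 30.8% of the genes divergent in ATCC 33200 T were so in BL263 and ATCC 33323 T too and 49.3% of the self-hybridization genes lay beyond 1. Genes numbered 101 conserved in BL263 and divergent in ATCC 33323 T, 9 conserved in ATCC 33323 T and divergent in BL263, 8 conserved in BL263 and divergent in ATCC 33200 T, 10 conserved in BL263 and divergent in BL261 and 18 conserved in BL263 and divergent in either *L. johnsonii* strain; the median log2 ratio was -0.67 of the conserved genes of BL263, 2.88 of LJ1292 to LJ1298 in BL263 and -0.58 of the self-hybridization; the SD of the self-hybridizations was 0.223; limma counted 302 genes lower than self in BL263, 8 genes lower than self in ATCC 33323 T, 172 genes lower than self in ATCC 33200 T, 1 gene lower than self in BL261, 170 genes higher in BL263 than in ATCC 33323 T, 12 genes lower in BL263 than in ATCC 33323 T, 421 genes higher than self in BL263 and 0 genes higher than self in BL261 (919 unadjusted). With the NCC533 signal minus background as the filter, limma counted 1 gene higher than self in BL261. With the signal median of each spot, the conserved probes were 59.0% in ATCC 33323 T; the median log2 ratio was -0.43 of the conserved genes of BL263; limma counted 1 gene higher than self in BL261. With the mean of the probes of a gene, the conserved genes were 69.4% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 16.7%; the median log2 ratio was -1.30 of the conserved genes of BL263; limma counted 55 genes lower in BL263 than in ATCC 33323 T, 1 gene higher than self in ATCC 33323 T and 1 gene higher than self in BL261. With a threshold of -3, the conserved genes were 59.7% in BL263 and 54.4% in ATCC 33323 T and the conserved probes were 58.1% in BL263 and 51.9% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 23.1%. Genes numbered 49 conserved in BL263 and divergent in BL261; the median log2 ratio was -0.21 of the conserved genes of BL263. With a threshold of -4, the conserved genes were 85.4% in BL261, 85.2% in BL263 and 75.8% in ATCC 33323 T and the conserved probes were 79.4% in BL263 and 71.3% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 15.0%. Genes numbered 50 conserved in ATCC 33323 T and divergent in BL263, 30 conserved in BL263 and divergent in ATCC 33200 T and 137 conserved in BL263 and divergent in BL261; the median log2 ratio was -1.24 of the conserved genes of BL263. With a call required on both arrays, the conserved probes were 61.3% in BL263; the genes divergent in only one of BL263 and ATCC 33323 T made up 14.9% and 76.7% of the genes divergent in ATCC 33200 T were so in BL263 and ATCC 33323 T too. Genes numbered 67 conserved in ATCC 33323 T and divergent in BL263, 13 conserved in BL263 and divergent in ATCC 33200 T and 71 conserved in BL263 and divergent in either *L. johnsonii* strain. With slide as a random block, limma counted 62 genes lower in BL263 than in ATCC 33323 T and 15 genes higher than self in BL261. With a trended and robust fit, limma counted 1 gene higher than self in ATCC 33323 T and 1 gene higher than self in BL261. With only the strains compared in the fit, limma counted 200 genes higher than self in BL263, 68 genes higher than self in ATCC 33323 T and 309 genes higher than self in BL261. With a log2 difference over 1 required (treat), limma counted 24 genes lower in BL263 than in ATCC 33323 T, 0 genes higher than self in BL263 (0 unadjusted), 14 genes higher than self in ATCC 33200 T and 0 genes higher than self in BL261 (0 unadjusted). With strains tested against 0, limma counted 135 genes above 0 in BL263 and 1 gene above 0 in ATCC 33323 T. Among the settings chosen after seeing the data, values were as follows. With the 99th percentile set to 0, the conserved genes were 51.7% in BL263 and 50.7% in ATCC 33323 T and the conserved probes were 51.1% in BL263 and 49.0% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 25.0%, 76.7% of the genes divergent in ATCC 33200 T were so in BL263 and ATCC 33323 T too and 0.249% of the self-hybridization genes lay beyond 1. Genes numbered 217 conserved in ATCC 33323 T and divergent in BL263 and 38 conserved in BL263 and divergent in BL261; the median log2 ratio was -1.17 of the conserved genes of BL263 and 0.20 of LJ1292 to LJ1298 in BL263; limma counted 276 genes lower in BL263 than in ATCC 33323 T, 1 gene higher than self in BL263, 0 genes higher than self in ATCC 33200 T (0 unadjusted) and 1 gene higher than self in BL261. With the 95th percentile set to 0, the conserved genes were 55.1% in BL263 and 56.3% in ATCC 33323 T and the conserved probes were 53.8% in BL263 and 53.7% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 24.2% and the difference in conserved genes, BL263 minus ATCC 33323 T, was -1.22 percentage points. Genes numbered 230 conserved in ATCC 33323 T and divergent in BL263 and 42 conserved in BL263 and divergent in BL261; the median log2 ratio was -0.95 of the conserved genes of BL263 and 0.52 of LJ1292 to LJ1298 in BL263; limma counted 319 genes lower in BL263 than in ATCC 33323 T, 8 genes higher than self in BL263, 6 genes higher than self in ATCC 33323 T, 0 genes higher than self in ATCC 33200 T (1 unadjusted) and 1 gene higher than self in BL261. With the *tuf* and *groEL* genes set to 0, the conserved genes were 57.7% in BL263 and 55.0% in ATCC 33323 T and the conserved probes were 56.5% in BL263 and 52.7% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 23.2%. Genes numbered 45 conserved in BL263 and divergent in BL261; the median log2 ratio was -0.77 of the conserved genes of BL263, 0.77 of LJ1292 to LJ1298 in BL263 and 0.11 of the self-hybridization; limma counted 499 genes lower than self in ATCC 33200 T, 221 genes lower in BL263 than in ATCC 33323 T, 3 genes higher than self in BL263, 0 genes higher than self in ATCC 33200 T (0 unadjusted) and 1 gene higher than self in BL261. With normexp and the 99th percentile set to 0 together, the conserved genes were 50.2% in BL263 and 48.2% in ATCC 33323 T and the conserved probes were 49.8% in BL263 and 47.4% in ATCC 33323 T; the genes divergent in only one of BL263 and ATCC 33323 T made up 25.0%, 77.0% of the genes divergent in ATCC 33200 T were so in BL263 and ATCC 33323 T too and 4.75% of the self-hybridization genes lay beyond 1. Genes numbered 208 conserved in ATCC 33323 T and divergent in BL263 and 34 conserved in BL263 and divergent in BL261; the median log2 ratio was -1.25 of the conserved genes of BL263, 0.18 of LJ1292 to LJ1298 in BL263 and -0.61 of the self-hybridization; the SD of the self-hybridizations was 0.223; limma counted 190 genes lower in BL263 than in ATCC 33323 T, 8 genes higher than self in BL263, 2 genes higher than self in ATCC 33323 T, 0 genes higher than self in ATCC 33200 T (7 unadjusted) and 1 gene higher than self in BL261. With slide as a random block and the 99th percentile set to 0, limma counted 655 genes lower than self in ATCC 33200 T, 329 genes lower in BL263 than in ATCC 33323 T, 1 gene higher than self in BL263, 0 genes higher than self in ATCC 33200 T (1 unadjusted) and 1 gene higher than self in BL261. With the image software version as a block, limma counted 2 genes higher than self in ATCC 33323 T and 0 genes higher than self in BL261 (5 unadjusted). With the image software version as a block and the 99th percentile set to 0, limma counted 606 genes lower than self in ATCC 33200 T, 295 genes lower in BL263 than in ATCC 33323 T, 2 genes higher than self in BL263, 0 genes higher than self in ATCC 33200 T (0 unadjusted) and 1 gene higher than self in BL261. Leaving out 1 array at a time, the genes conserved in BL263 and divergent in ATCC 33200 T ranged from 13 (without slide 004 of ATCC 33200 T) to 100 (without slide 003), those divergent in BL261 from 70 (without slide 001 of BL263) to 135 (without slide 005), and the genes lower in BL263 than in ATCC 33323 T from 66 (without slide 005 of BL263) to 172 (without either array of ATCC 33200 T). The genes higher than self were 1 without slide 001 of BL263, 1 and 10 without the self-hybridization of slide 003 or 004 and 200 without either ATCC 33200 T array in BL263, 10 without either ATCC 33200 T array in ATCC 33323 T, 132 (without the self-hybridization of slide 003) to 1414 in ATCC 33200 T, and in BL261 0 without either self-hybridization (1 and 5 unadjusted), 1 without either BL263 array and 17 without either ATCC 33200 T array. The ATCC 33200 T-divergent genes also divergent in both other species ranged from 57.9% to 80.8%, the genes divergent in only one of BL263 and ATCC 33323 T from 20.7% to 23.4%, and the median of the conserved genes of BL263 from -0.73 to -0.59. Within the limits above stayed the conserved genes of BL263 (67.5% to 76.8%) and of ATCC 33200 T (83.7% to 96.0%), the difference between BL263 and ATCC 33323 T (4.20 to 13.5 points), and the genes lower than self in BL263 (935 to 1084), ATCC 33323 T (1012 to 1255), ATCC 33200 T (323 to 336) and BL261 (315 to 331). Whether the signal over background limits how low a ratio can be read was not tested: the Cy5 signal was 3.03 to 6.96 times its background on slides 001 and 003 and the Cy3 signal of BL263 9.28 times on slide 001, where the 1st percentile of its ratios was -4.32, against -5.35 on slide 005 and -5.37 for BL261 on slide 001.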

Differences from the paper's values

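The anchors, which set the 99th percentile, the 95th percentile or the *tuf* and *groEL* genes of each array to 0, were tests chosen only after the result was seen, and the other alternatives in this part were set before the data were examined.

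The paper counts 34 genes conserved in BL263 and divergent in BL261 on its normalized ratios, and 83 were counted here at -3.5 on ratios as scanned. Among the alternatives set before the data were examined, a threshold of -3 gave 49 genes, within 1.5 times the paper's count. The others lay outside it: 303 with the array median and 305 with the upper mode set to 0, 70 with the authors' table, 10 with normexp, 70 with the signal median, 92 with the mean of probes, 137 at a threshold of -4, 62 with a call on both arrays, 84 with the filter on background-subtracted NCC533 signal, 83 each with no filter, with marked spots left out and with at least 3 probes, and 70 to 135 with single arrays left out. The anchors, chosen after seeing the values, gave 38 genes with the 99th percentile (3 of the 34 genes listed in Additional file 1 dropped), 42 with the 95th (3 dropped), 45 with *tuf* and *groEL* (3 dropped) and 34 with normexp and the 99th percentile (4 dropped); as scanned, 4 of the 34 are dropped.

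For genes conserved in BL263 and divergent in BL261 or ATCC 33200 T the paper gives 78, and 122 were counted here. The authors' table (108), a threshold of -3 (94), a call on both arrays (71), BL263 without its array of slide 001 (107) and ATCC 33200 T without its array of slide 004 (92) came within 1.5 times the paper's count. The array median (432), upper mode (434), normexp (18), the filters (122, 122, 122 and 125), the signal median (118), the mean of probes (126), a threshold of -4 (152), and the other arrays left out (122 to 183) did not. Chosen after seeing the values, the anchors gave 85 with the 99th percentile (4 of the 80 listed genes dropped), 93 with the 95th (4 dropped), 99 with *tuf* and *groEL* (3 dropped) and 84 with normexp and the 99th percentile (5 dropped), against 18 dropped as scanned. The 2 lists of Additional file 1 hold 80 different genes together, where the text of the paper gives 78.

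The lowest log2 ratio among LJ1292 to LJ1298 in BL263 is -0.34 in the paper and 1.10 here. None of the alternatives set earlier came within the error: the values were 3.17 with the array median, 2.79 with the upper mode, 1.35 with the authors' table, 2.26 with normexp, 1.10 or 1.11 with the filters, the signal median and the mean of probes, and 0.82 to 1.35 with single arrays left out. Of the anchors, the 99th percentile (-0.087) and normexp with the 99th percentile (-0.44) came within it, both chosen after seeing the values, dropping 4 and 5 of the 80 listed genes, whereas the 95th percentile (0.22) and *tuf* and *groEL* (0.48) did not.

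The paper centres the distribution of the conserved genes of BL263 on a log2 ratio of -1 in Fig. 5A, and their median here was -0.59. The error is taken as the SD between the medians of the 2 BL263 arrays (-0.73 and -0.64), a narrow limit for a centre given without decimals. No alternative set earlier came within the error: -0.044 with the array median, -0.41 with the upper mode, -0.32 with the authors' table, -0.67 with normexp, -0.60 to -0.58 with the filters, -0.43 with the signal median, -1.30 with the mean of probes, -0.21 and -1.24 at thresholds of -3 and -4, and -0.73 to -0.59 with single arrays left out. The 95th percentile set to 0 (-0.95) came within it, chosen after seeing the values and dropping 4 of the 80 listed genes, and the 99th percentile (-1.17), normexp with the 99th percentile (-1.25) and *tuf* and *groEL* (-0.77) did not.

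Some values lie closer than 1.5 times but apart from the paper's. The paper gives 51% conserved for BL263 and 47% for ATCC 33323 T, and here 70.6% and 63.3% of the genes and 67.0% and 60.3% of the probes were conserved; the settings nearest to the paper's shares were the 99th percentile (51.7% and 50.7% of genes) and normexp with the 99th percentile (50.2% and 48.2%), chosen after seeing the values and dropping 4 and 5 of the 80 listed genes. The paper's 186 genes conserved in ATCC 33323 T and divergent in BL263 stand beside 125 here, and its 257 in the other direction beside 256. Its count of 63 genes conserved in BL263 and divergent in ATCC 33200 T stands beside 60 here, but 20 of the 63 listed genes are dropped as scanned. The upper mode drops 0 of them, the array median 1, ATCC 33200 T without its array of slide 003 drops 7, the signal median 14 and the filter on background-subtracted NCC533 signal 17, and the anchors, chosen after seeing the values, drop 1 with the 99th or the 95th percentile, 0 with *tuf* and *groEL* and 1 with normexp and the 99th percentile. Normexp drops 60 of the 63, ATCC 33200 T without its array of slide 004 drops 53, the mean of probes 25, and the other settings 20, as the ratios as scanned do. Of the 34 genes of the list against BL261, normexp drops 32, the mean of probes 6, the signal median and BL263 without its array of slide 005 drop 3, the array median and the upper mode 0, and the others 4 apart from the anchors. The array median and the upper mode call 100% and 99.8% of the genes of BL263 conserved, so for them low numbers of dropped genes say little.

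In the 5 places below a result here goes against a gene or cluster that the paper states. LJ1124 to LJ1126 and LJ1020 are among the dropped genes counted above, and most of the other dropped genes are not described one by one. LJ1124 to LJ1126 are listed as conserved in BL263, and their log2 ratios here were -4.22, -3.82 and -3.96; the array median, the upper mode and normexp each put all 3 above the threshold, and the mean of probes and BL263 without its array of slide 005 put 1 above it, whereas the other 31 genes of that list were conserved in BL263 as scanned. The lactose cluster LJ0854 to LJ0858 carries in Fig. 5B the mark of clusters that BL263 shares but not every *L. johnsonii* strain does, and 5 of 5 genes were conserved in both strains here, with LJ0860 and LJ0861 just outside it at -3.39 and -4.38 in BL261. The text of the paper describes the cluster LJ1292 to LJ1298 as missing from the other strains, yet in ATCC 33200 T LJ1292 had -1.28 and LJ1298 had 0.94, while the inner genes were low. With the 99th percentile LJ1298 had -1.12. The list of Additional file 1 for ATCC 33200 T leaves out LJ1292 and LJ1298 as well, so the difference is from the text and not from the list. For bile salt transport the paper grants BL263 a single transporter, and here LJ0058 was near the level of NCC533 and LJ0056 and LJ0057 had -2.88 and -3.15, above the threshold as scanned and under it (-4.07 and -4.34) with the 99th percentile. LJ1020 is listed as conserved in BL263 and absent from ATCC 33200 T, and the ratios here were -2.74 and -2.78 as scanned and -3.93 and -4.84 with the 99th percentile.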

Other observations

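The tests of an array-wide shift, alone or together with background, and of the flanking transposases were chosen only after the result was seen; those of background alone, probe scatter and copy number were set before their own results were seen.

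Besides the genes the paper names, several clusters of Fig. 5B kept different numbers of genes in the strains, which was not tested. The *eps* operon LJ1021 to LJ1035 kept 10 of 15 genes in BL263, 8 in ATCC 33323 T, 9 in ATCC 33200 T and 7 in BL261 (6, 4, 5 and 6 with the 99th percentile of each array set to 0). Peptide metabolism genes LJ0726 to LJ0732 kept 0 of 7 in BL263, 2 in ATCC 33323 T, 5 in ATCC 33200 T and 3 in BL261 (0, 2, 4 and 3 at the same anchor). LJ1229 to LJ1244, hypothetical proteins, kept 8 of 16 in BL263 and 3, 4 and 1 in the others (3 and 0 in each other strain when anchored), and LJ1839 to LJ1841 kept 2 of 3 in BL263 and 0 elsewhere (1 and 0 when anchored). Genes conserved at that anchor whose probes scattered no more than in the self-hybridization made up 7.79% of the 1810 genes in BL263, 4.92% in ATCC 33323 T (89 genes), 19.0% in ATCC 33200 T (343) and 33.7% in BL261 (610).

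The cluster LJ1292 to LJ1298 has a median log2 ratio of 1.39 in BL263, the highest of any cluster printed in Fig. 5B. Signal from other copies of the flanking transposases is argued against for the 5 inner genes, since from these up to the 2 transposases the ratio changed by -0.196 log2 units. For the 2 transposases themselves this cannot decide, as such signal could add to genes that are present. A sequence close to identical with NCC533 may lie behind the high ratios: the median probe SD of the 7 genes, 0.364, lies at the 10.8th percentile of 1277 conserved genes of BL263 (median 1.32), between the limits set for and against it, as it does with the 99th percentile set to 0 (14.7th of 936 genes). More copies in BL263 could add to it: the 7 genes lie 0.65 log2 units above 137 other genes with even probes (0.74 ± 0.314, SD; highest 1.36), again between the limits set, though only 4 of the 7 have such probes themselves. These explanations cannot be told apart, because no measure of sequence or copy number is at hand, and the origin of the cluster by gene transfer was not tested.

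The arrays of ATCC 33200 T differ by 12.3 percentage points in their share of conserved genes. Background left in Cy5 is argued against, as the gap was 11.5 points in the authors' background-subtracted table. A shift of all ratios of an array is consistent with the gap, which was 0.055 points with the 99th percentile of each array set to 0, but 5.41 points remained when the arrays were moved together by the median difference of their genes, so this rests on the size of the shift. What shifted the arrays was not tested, and a difference between DNA preparations remains open, as does the image software version, which differs between the arrays.

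The arrays of BL263 differ by 9.28 points in the same share. With the 99th percentile set to 0 the gap was 5.80 points, and with normexp as well 7.40 points, past the limit set against a shift. Yet the order of the arrays turned around both times (49.6% on slide 001 and 55.4% on slide 005 without normexp), so this anchor moved the arrays by more than their gap and that limit was wrong. A smaller shift of all ratios, alone or together with Cy5 background, cannot be told apart from other causes here: moved together by the median difference of their genes, the arrays were 2.98 points apart, between the limits set and again in the turned order. The low Cy3 signal of slide 001, where 67.4% of the probes exceeded background against 94.4% on slide 005, was not tested as a cause, and a biological difference between arrays of 1 strain was not tested.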
